# Aryl hydrocarbon receptor is required for optimal B‐cell proliferation

**DOI:** 10.15252/embj.201695027

**Published:** 2016-11-14

**Authors:** Matteo Villa, Manolis Gialitakis, Mauro Tolaini, Helena Ahlfors, Colin J Henderson, C Roland Wolf, Robert Brink, Brigitta Stockinger

**Keywords:** aryl hydrocarbon receptor, B cells, cyclin O, proliferation, Immunology

## Abstract

The aryl hydrocarbon receptor (AhR), a transcription factor known for mediating xenobiotic toxicity, is expressed in B cells, which are known targets for environmental pollutants. However, it is unclear what the physiological functions of AhR in B cells are. We show here that expression of *Ahr* in B cells is up‐regulated upon B‐cell receptor (BCR) engagement and IL‐4 treatment. Addition of a natural ligand of AhR, FICZ, induces AhR translocation to the nucleus and transcription of the AhR target gene *Cyp1a1*, showing that the AhR pathway is functional in B cells. AhR‐deficient (*Ahr* ^−/−^) B cells proliferate less than AhR‐sufficient (*Ahr* ^+/+^) cells following *in vitro* BCR stimulation and *in vivo* adoptive transfer models confirmed that *Ahr* ^−/−^ B cells are outcompeted by *Ahr* ^+/+^ cells. Transcriptome comparison of AhR‐deficient and AhR‐sufficient B cells identified cyclin O (*Ccno*), a direct target of AhR, as a top candidate affected by AhR deficiency.

## Introduction

The aryl hydrocarbon receptor (AhR), a ligand‐dependent transcription factor that responds to environmental signals, is widely expressed in the haematopoietic system. As the AhR had originally been defined as the receptor for dioxins and other chemical pollutants, the effect of those substances on the development and function of immune cells was a focus in toxicological research for many years (Kerkvliet, 2002). However, more recently the emphasis shifted towards attempts to delineate the physiological functions of AhR, which are indicated by its strong evolutionary conservation from invertebrate onwards (Hahn *et al*, 1997). These studies were facilitated by the availability of AhR‐deficient mice (Fernandez‐Salguero *et al*, 1995; Schmidt *et al*, 1996; Mimura *et al*, 1997). Although such mice exhibit no overt immunological phenotype in steady state, alterations in immune responses and cell types are revealed upon immunological challenge, indicating a substantial, if currently insufficiently characterized role for AhR in many cell types of the immune system, reviewed in (Stockinger *et al*, 2014). In B cells, AhR is widely expressed in developmental subsets and upon activation (Marcus *et al*, 1998; Tanaka *et al*, 2005; Sherr & Monti, 2013), and AhR engagement by environmental toxins was shown to lead to suppression of humoral immune responses (Kerkvliet *et al*, 1990).

However, the physiological importance of AhR expression in B cells remains ill defined. Here, we investigated the impact of AhR deficiency on B‐cell function in the absence of xenobiotic influences.

We generated mice with B cell‐specific deletion of *Ahr* via the Cre‐*loxP* system. AhR deficiency had no influence on B‐cell responses to T‐dependent and T‐independent antigens. However, AhR‐deficient B cells exhibited reduced ability to proliferate, being less prone to enter the S phase of the cell cycle. As a consequence, *Ahr* ^−/−^ B cells were unable to compete with *Ahr* ^+/+^ B cells and were impaired in their ability to reconstitute an empty host or mount an antigen‐dependent proliferative response *in vivo*. Global comparison of the transcriptome of AhR‐deficient and AhR‐sufficient B cells identified cyclin O (*Ccno*) as one of the top candidates affected by AhR deficiency, and ChIP analysis of the *Ccno* locus showed it to be directly regulated by AhR.

## Results

### Expression of AhR in B cells is induced upon B‐cell receptor activation

Aryl hydrocarbon receptor expression in B cells has been previously shown (Marcus *et al*, 1998; Tanaka *et al*, 2005), but these studies did not explore the full repertoire of B‐cell activation stimuli and were largely based on using total splenocytes or cell lines. In order to define the levels of *Ahr* expression in different developmental subsets of B cells, we FACS purified B‐cell subsets from bone marrow, spleen, peritoneal cavity and Peyer's patches of non‐immune C57Bl/6 mice. *Ahr* was expressed across most subsets, albeit at lower levels in bone marrow Pro and PreB cells and germinal centre (GC) B cells. The highest expression was found in splenic marginal zone B cells (MZB), peritoneal CD5^+^ B1 cells and bone marrow‐resident plasma cells (PCs) (Figs 1A and EV1A). The expression levels of *Ahr* in total spleen B220^+^ B cells were similar to that of T_H_17 cells (Fig EV1B) and among splenic subsets MZB cells expressed the highest levels of *Ahr* (Fig EV1C). Activation of B cells through the BCR, and to some degree with IL‐4, resulted in substantial up‐regulation of *Ahr*, whereas TLR ligands such as LPS or CpG as well as CD40 ligand and BAFF did not affect *Ahr* levels (Fig 1B). We further explored whether BCR crosslinking and IL‐4 could synergize in inducing *Ahr* expression. As shown in Fig 1C–E, co‐stimulation of B cells with anti‐IgM and IL‐4 substantially increased AhR mRNA and protein expression as compared to the single treatments. The increase in *Ahr* expression upon BCR stimulation with anti‐IgM (α‐IgM) was seen across all subsets of splenic B cells (Fig 1F). AhR expression peaked after 4 h of stimulation with anti‐IgM and IL‐4 and steadily decreased over time approaching steady‐state levels by 24 h (Fig 1G).

**Figure 1:**
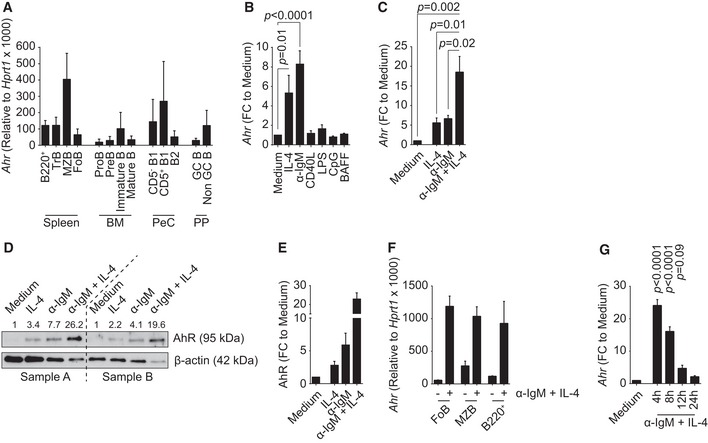
B‐cell activation via BCR engagement and/or IL‐4 up‐regulates *Ahr* expression qPCR analysis of *Ahr* expression in B‐cell subsets purified from C57Bl/6 mice. *Ahr* expression was normalized to *Hprt1*. *n* = 3–5 independent experiments; mean ± SD.qPCR analysis of *Ahr* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 4 h as indicated. *Ahr* expression was normalized to *Hprt1*. *Ahr* expression among groups was normalized to medium. *n* = 4 independent experiments; mean ± SEM; one‐way ANOVA, Dunnett's multiple comparison test.qPCR analysis of *Ahr* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 4 h with 20 ng/ml IL‐4 and/or 10 μg/ml α‐IgM. *Ahr* expression was normalized to *Hprt1*. *Ahr* expression among groups was normalized to medium. *n* = 3 independent experiments; mean ± SEM; one‐way ANOVA, Tukey's multiple comparison test.Western blot of protein extracts from splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 4 h with 20 ng/ml IL‐4 and/or 10 μg/ml α‐IgM. Values above the blots indicate AhR protein quantification obtained by densitometry, normalized to β‐actin and compared to medium sample. Samples A and B indicate two independent replicates.Quantification by densitometric analysis of the results shown in (D). *n* = 2 independent experiments; mean ± range.qPCR analysis of *Ahr* expression in purified splenic B‐cell subsets isolated from C57Bl/6 mice and cultured as indicated for 4 h. *Ahr* expression was normalized to *Hprt1*. *n* = 2 independent experiments; mean ± range.qPCR analysis of *Ahr* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for the indicated time points with 20 ng/ml IL‐4 and/or 10 μg/ml α‐IgM. *Ahr* expression was normalized to *Hprt1*. *Ahr* expression among groups was normalized to medium. *n* = 5 independent experiments; mean ± SEM; one‐way ANOVA, Dunnett's multiple comparison test.

**Figure EV1:**
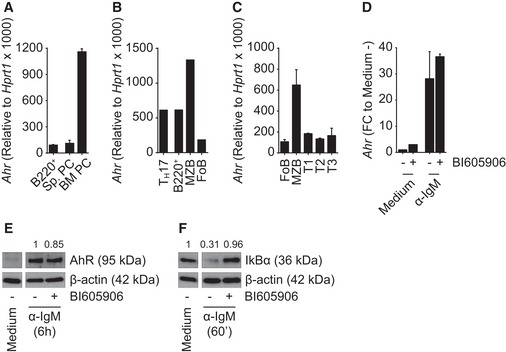
AhR expression is independent of NF‐κB activation qPCR analysis of *Ahr* expression in splenic B220^+^ and plasma cell (PC) subsets and bone marrow PC subset sorted from C57Bl/6 mice. *Ahr* expression was normalized to *Hprt1*. *n* = 2 independent experiments; mean ± range.qPCR analysis of *Ahr* expression in T_H_17 and splenic B‐cell subsets sorted from *Il17Cre R26R eYFP* mice. *Ahr* expression was normalized to *Hprt1*. *n* = 1 experiment; mean.qPCR analysis of *Ahr* expression in splenic B‐cell subsets sorted from C57Bl/6 mice. *Ahr* expression was normalized to *Hprt1*. *n* = 2 independent experiments; mean ± range.qPCR analysis of *Ahr* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 6 h as indicated. *Ahr* expression was normalized to *Hprt1*;* Ahr* expression was normalized among groups to medium without BI605906 (medium −). *n* = 2 independent experiments; mean ± range. FC: fold change.Western blot analysis of whole protein extract from splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 6 h as indicated. Values above the blots indicate AhR protein quantification obtained by densitometry, normalized to β‐actin and compared to the sample treated with α‐IgM without BI605906. Representative data of *n* = 2 independent experiments.Western blot analysis of whole protein extract from splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 60 min as indicated. Values above the picture indicate IκBα protein quantification obtained by densitometry, normalized to β‐actin and compared to the sample treated with medium without BI605906. Representative data of *n* = 2 independent experiments.

Regulation of *Ahr* expression had previously been linked to the canonical NF‐κB pathway, albeit in mouse embryonic fibroblasts (Vogel *et al*, 2014). We assessed the potential contribution of this pathway in our system using the IKKβ inhibitor BI605906, which blocks the degradation of IκBα, thereby preventing nuclear translocation of NF‐κB. However, inhibition of NF‐κB did not influence *Ahr* up‐regulation upon BCR stimulation (Fig EV1D–F). AhR is therefore expressed in steady‐state B cell and further induced upon engagement of the BCR in an NF‐κB‐independent fashion.

### Nuclear translocation and activation of AhR in B cells

We next determined the translocation of AhR from its cytoplasmic localization to the nucleus following exposure to ligand. Western blot analysis of cytoplasmic and nuclear fractions of α‐IgM‐activated B cells exposed to either the vehicle control DMSO, the high‐affinity endogenous ligand FICZ or the AhR inhibitor CH223191 showed increased nuclear translocation upon exposure to FICZ, although there was some nuclear AhR detectable in the control samples too (Fig 2A). This could be due to the presence of tryptophan in culture medium that is rapidly metabolized to form the AhR ligand FICZ (Veldhoen *et al*, 2009); however, we cannot exclude also a direct effect of DMSO in driving AhR translocation into the nucleus. In contrast, the presence of the AhR inhibitor reduced nuclear translocation, also compared to the DMSO control.

**Figure 2:**
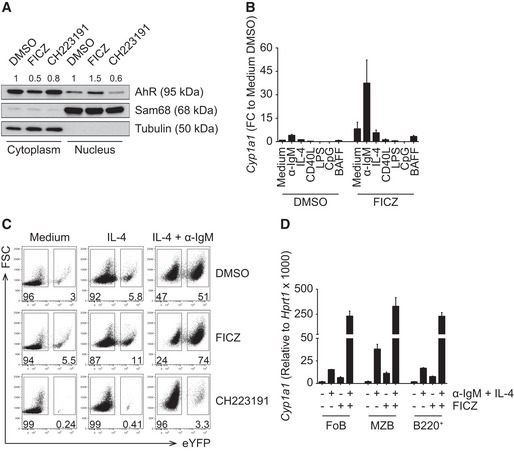
AhR translocates to the nucleus and induces *Cyp1a1* expression upon BCR engagement and in the presence of FICZ *in vitro* Western blot of nuclear and cytoplasmic protein extracts from splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured with anti‐IgM (α‐IgM) for 4 h, followed by the indicated treatment for 2 h. Values above the blots indicate AhR protein quantification obtained by densitometry, normalized to Sam68 or tubulin and compared to the DMSO‐treated sample. Representative data of *n* = 3 independent experiments.qPCR analysis of *Cyp1a1* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 24 h as indicated. *Cyp1a1* expression was normalized to *Hprt1*. *Cyp1a1* expression among groups was normalized to medium DMSO. *n* = 2 independent experiments; mean ± range.Flow cytometry analysis of Cyp1a1 expression, reported by eYFP, in splenic CD19^+^ cells isolated from *Cyp1a1* ^*Cre*^ *R26R eYFP* mice and cultured for 72 h as indicated. Representative data of *n* = 3 independent experiments.qPCR analysis of *Cyp1a1* expression in purified splenic B‐cell subsets isolated from C57Bl/6 mice and cultured as indicated for 24 h. *Cyp1a1* expression was normalized to *Hprt1*. *n* = 2 independent experiments; mean ± range.

As a consequence of nuclear translocation following AhR activation, the downstream target *Cyp1a1* was induced (Fig 2B). This required both activation and exposure to AhR agonist and was restricted to activation via the B‐cell receptor. Although IL‐4 treatment of B cells increased their expression of *Ahr*, IL‐4 in conjunction with FICZ did not activate the AhR pathway and therefore did not result in induction of *Cyp1a1*. In order to investigate AhR activation in B cells on the single cell level, we took advantage of a mouse model in which AhR activation can be traced by expression of a reporter gene. This knock‐in mouse strain bears a gene encoding Cre recombinase under control of the endogenous *Cyp1a1* promoter (Henderson *et al*, 2015). Breeding these mice with reporter mice expressing eYFP from the *Rosa26* promoter allowed visualizing cells that had activated the AhR pathway via eYFP expression.

As shown in Fig 2C, B cells from *Cyp1a1* ^*Cre*^ reporter mice, cultured either without stimulation (medium), with IL‐4 or with the combination of IL‐4 and α‐IgM showed increased eYFP expression upon BCR stimulation, already under baseline conditions without addition of AhR agonist. Addition of FICZ markedly increased eYFP expression in α‐IgM‐stimulated cells, whereas addition of the AhR antagonist CH223191 reduced the background levels of eYFP (which are due to AhR agonists in the medium) and also suppressed eYFP expression in stimulated B cells. Optimal induction of *Cyp1a1* expression was dependent on both B‐cell receptor triggering and presence of AhR ligand and was observed across all mature B‐cell subsets in the spleen (Fig 2D).

Thus, mature B cells in peripheral lymphoid organs express AhR and respond to AhR ligands by AhR translocation to the nucleus and activation of the classical AhR pathway that results in induction of *Cyp1a1*.

### Activation of antigen‐specific B cells induces the AhR pathway *in vivo*

In order to investigate whether AhR is functionally active in B cells *in vivo*, we crossed the *Cyp1a1* ^*Cre*^ reporter mice to transgenic mice expressing a hen egg lysozyme (HEL)‐specific BCR (*SW*_*HEL*_ mice) (Phan *et al*, 2003). In *SW*_*HEL*_ mice, 40–60% of B cells respond to HEL and these B cells are able to undergo class switching. We transferred total splenocytes from CD45.1 allotype‐marked *SW*_*HEL*_ *Cyp1a1* ^*Cre*^ mice together with sheep red blood cells (SRBCs) coupled with HEL or mock‐coupled into C57Bl/6 recipients to induce a T cell‐dependent response of HEL‐specific B cells. In addition, some of the mice received injection of the xenobiotic AhR ligand 3‐methylcholanthrene (3‐MC), since FICZ is rapidly metabolized *in vivo* (Fig 3A). Seven days later, eYFP expression in GC and non‐GC B cells isolated from the spleens of recipient mice was analysed. Upon immunization with SRBC‐HEL, the transferred B cells expanded and formed GC (Fig 3B middle and lower rows), whereas mice treated with SRBC‐mock had no detectable donor‐derived GC B cells and even in the presence of 3‐MC failed to show induction of *Cyp1a1* (measured as eYFP, Fig 3B top row). Mice that received SRBC‐HEL together with vehicle showed GC B‐cell expansion, but no up‐regulation of *Cyp1a1*. Only the combination of antigen‐dependent activation and AhR agonist was able to drive *Cyp1a1* expression in both GC and non‐GC B cells (Fig 3B bottom row, Fig 3C and D).

**Figure 3:**
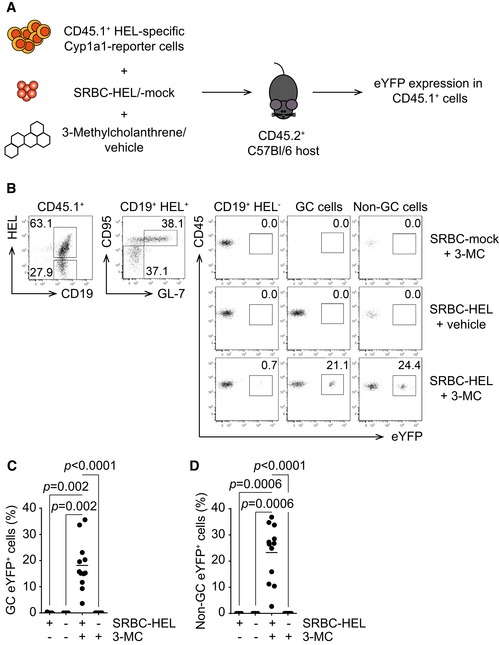
B‐cell activation in the presence of 3‐MC promotes *Cyp1a1* transcription *in vivo* AHost C57Bl/6 mice were injected with CD45.1^+^ splenocytes, isolated from *SW*_*HEL*_ *× Cyp1a1* ^*Cre*^ *R26R eYFP* mice together with SRBC‐HEL or SBRC‐mock. The transferred mice were treated with 3‐MC or vehicle. Readout at d7 post‐challenge was eYFP expression in transferred CD45.1^+^ cells.BRepresentative flow cytometry analysis of Cyp1a1 expression, reported by eYFP, in CD45.1^+^ cells harvested from mice challenged as in (A). Gating is indicated above the plots. Representative data of *n* = 3 independent experiments. GC cells: CD95^+^ GL‐7^+^; non‐GC cells: CD95^−^ GL‐7^−^.C, DSummary of percentage of GC (C) and non‐GC eYFP^+^ (D) cells from flow cytometry analysis. *n* = 3 independent experiments; lines indicate mean; one‐way ANOVA, Tukey's multiple comparison test.

This suggests that antigen stimulation of BCR, by inducing AhR expression, enhances the sensitivity of AhR pathway to available ligands and it is in line with the absence of eYFP expression in untreated *Cyp1a1* ^*Cre*^ reporter mice.

### AhR deficiency impairs B‐cell proliferation *in vitro* and *in vivo*

In order to evaluate the consequences of AhR deficiency in B cells, we established mice that specifically lack AhR in B cells by crossing *Ahr* ^+/+^ or *Ahr* ^−/−^ *mb1* ^*Cre*^ mice with *Ahr* ^*fl*/*fl*^ mice to generate *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ controls and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ offspring (Fig EV2A). *mb1* ^*Cre*^ mice carry a construct for Cre recombinase under the control of the B cell‐specific *mb1* promoter (*mb1* encodes for Igα/CD79A, an essential signalling component of the BCR complex; Hobeika *et al*, 2006). The mice we generated also express a Cre‐dependent reporter that marks cells as eYFP^+^ upon Cre recombinase activation (Fig EV2A). Cre‐induced deletion of *Ahr,* as well as eYFP fate‐reporting, was efficient and specific, from the earliest stages of B‐cell development in the bone marrow (c‐kit^int^ B220^+^ cells) to the peripheral compartment (Fig EV2B–E). We assessed the composition of the B‐cell compartment and serum immunoglobulin levels at steady state in *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ and *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ non‐immune mice and compared them to mice with complete deletion of AhR (*Ahr* ^−/−^). B cell‐specific AhR‐deficient mice and full *Ahr* ^−/−^ mice showed no major differences in the distribution of B‐cell subsets (Fig EV3A and Appendix Fig S1A). However, full *Ahr* ^−/−^ mice had altered serum immunoglobulin levels as compared to *Ahr* ^+/+^ controls, showing elevated IgM but reduced IgG1 isotypes (Appendix Fig S1B and C), whereas other isotypes were expressed to similar levels (Appendix Fig S1D–G). In contrast, there were no differences in the serum immunoglobulin levels between *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ and *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ mice (Fig EV3B–G). Responses to immunization with T‐independent (TNP‐Ficoll) and T‐dependent (NP‐CGG and cholera toxin—Ctx) antigens resulted in similar antibody responses in mice with AhR‐deficient or AhR‐sufficient B cells (Fig EV4).

**Figure EV2:**
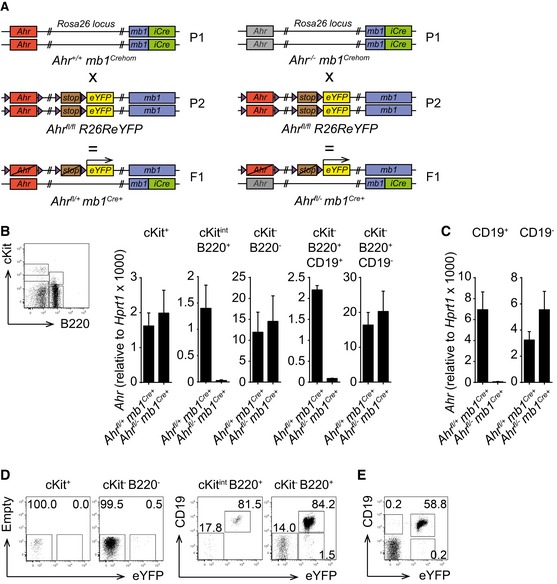
The *Ahr* ^*fl*/*fl*^ *R26R eYFP* allele combined with the *mb1* ^*Cre*^ system allows B cell‐specific *Ahr* deletion and eYFP expression ABreeding strategy to generate B cell‐specific *Ahr* ^−/−^ mice, all carrying Cre recombinase. *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ mice lack *Ahr* in B cells. *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ mice are *Ahr* ^+/−^ in B cells. Cre activity is reported via eYFP expression.B, CqPCR analysis of *Ahr* expression in the indicated cell subsets sorted from bone marrow (B) and spleen (C) of non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ mice. *Ahr* expression was normalized to *Hprt1*. Sorting strategy from bone marrow is depicted in the dot plot shown in (B). *n* = 3 independent experiments; mean ± SEM.D, EFlow cytometry analysis of eYFP expression in bone marrow (D) and spleen (E) from non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ mice. Cells were gated as indicated above the dot plots. Representative data of *n* = 3 independent experiments.

**Figure EV3:**
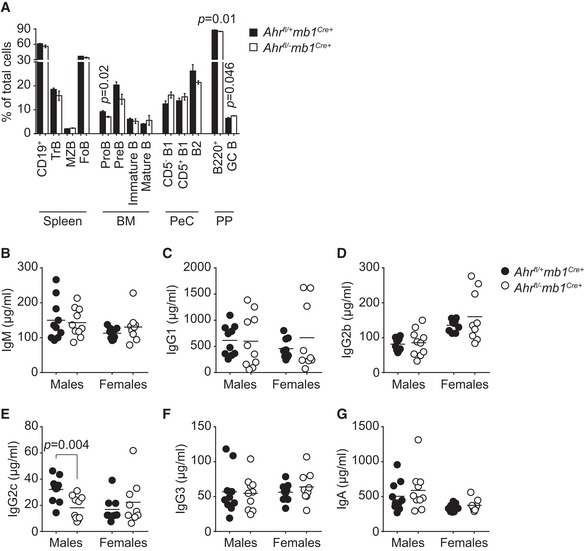
B cell‐specific *Ahr* deficiency does not cause overt alterations in steady‐state B‐cell immunity AFlow cytometry analysis of distribution of B‐cell subsets sorted from spleen, bone marrow (BM), peritoneal cavity (PeC) and Peyer's patches (PP) of eight‐week‐old male non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice. *n* = 3 mice per group; mean ± SEM; unpaired two‐tailed *t*‐test.B–GELISA quantification of indicated antibody isotypes in the serum of 8‐week‐old male and female non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice. Line indicates mean value; unpaired two‐tailed *t*‐test.

**Figure EV4:**
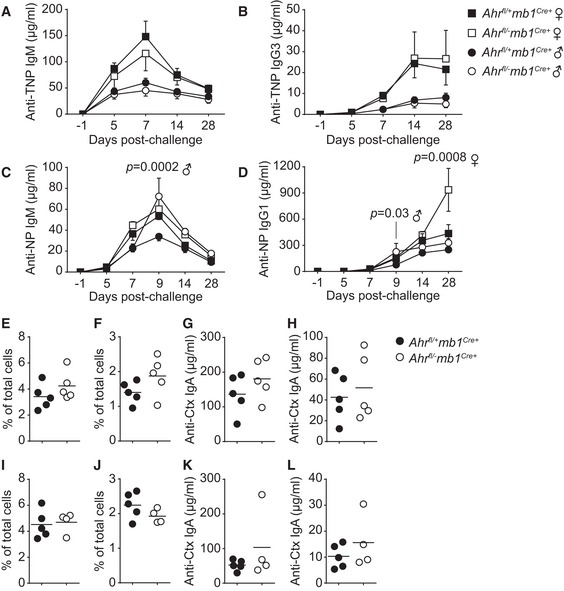
B cell‐specific *Ahr*‐deficient mice respond normally to the T‐independent antigen TNP‐Ficoll, the T‐dependent antigen NP‐CGG and mucosal challenge with cholera toxin A–DELISA quantification at indicated time points of anti‐TNP IgM (A), anti‐TNP IgG3 (B), anti‐NP IgM (C) and anti‐NP IgG1 (D) antibodies in the serum of male (circle) and female (square) *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice immunized i.p. with 10 μg/mouse TNP‐Ficoll (A, B) or 10 μg/mouse NP‐CGG (C, D). *n* = 2 independent experiments, five mice per group; mean ± SEM; two‐way ANOVA, Sidak's test.E–HFlow cytometry analysis of GC B‐cell (E, G) and T_FH_‐cell (F, H) distributions in Peyer's patches isolated at d14 post‐immunization from male (E, F) and female (G, H) *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice immunized i.g. with 2.5 μg/mouse cholera toxin (Ctx). Representative data of *n* = 3 independent experiments. Line indicates mean value.I–LELISA quantification at d14 post‐immunization of serum (I, K) and faecal (J, L) anti‐Ctx IgA antibodies from male (I, J) and female (K, L) *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice immunized i.g. with 2.5 μg/mouse cholera toxin. Representative data of *n* = 3 independent experiments. Line indicates mean value.

However, it was noticeable that AhR‐deficient B cells (Fig 4A, black line) were compromised in their proliferative potential following BCR stimulation, compared with AhR‐sufficient B cells (Fig 4A, solid grey). B cells from heterozygous *Ahr* ^+/−^ mice showed similar reduced proliferation in the presence of the AhR antagonist CH223191 (Fig 4A, red line). This reduced proliferation was reflected in a decrease in dilution of the cell division tracer CTV dye (Fig 4A), reduced expansion index (Fig 4B), and a reduction in the percentage of divided cells (Fig 4C), while the replication index was similar (Fig 4D), indicating that those *Ahr* ^−/−^ B cells that entered division proceeded through the cell cycle like AhR‐sufficient cells. The delay in cell cycle progression was caused by increased retention in G_0_/G_1_ phase of AhR‐deficient B cells (Fig 4E). We further tested whether AhR deficiency causes apoptosis in B cells cultured for 72 h in medium or IL‐4 by staining for annexin‐V, but there was no evidence that the reduced expansion of AhR‐deficient B cells was linked to apoptosis (Appendix Fig S2).

**Figure 4:**
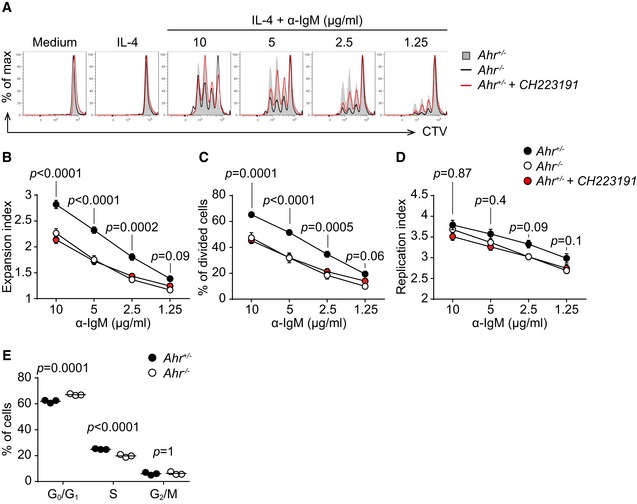
AhR deficiency impairs B‐cell proliferation *in vitro* AFlow cytometry analysis of CTV dilution in splenic CD19^+^ cells sorted from non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (*Ahr* ^+/−^ B cells, solid grey) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (*Ahr* ^−/−^ B cells, black) mice stimulated for 72 h as indicated. Treatment of *Ahr* ^+/−^ CD19^+^ cells with CH223191 is indicated in red. Representative data of *n* = 4–5 independent experiments.B–DFlow cytometry analysis of expansion index (B), % of divided cells (C) and replication index (D) of splenic CD19^+^ cells sorted from non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice stimulated for 72 h as indicated. Treatment of *Ahr* ^+/−^ CD19^+^ cells with CH223191 is indicated in red. *n* = 4–5 independent experiments; mean ± SEM; two‐way ANOVA, Sidak's multiple comparison test.E Flow cytometry analysis of cell cycle distribution of splenic CD19^+^ cells purified from non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (white) mice stimulated for 48 h with 5 μg/ml α‐IgM. Data representative of *n* = 2 independent experiments; lines indicate mean; two‐way ANOVA, Sidak's multiple comparison test.

In order to determine the *in vivo* consequences of impaired proliferation in AhR‐deficient B cells, we generated mixed bone marrow chimeras transferring equal numbers of bone marrow cells from *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ mice together with *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ bone marrow (distinguishable by expression of different fluorochromes in the *Rosa26* locus), into irradiated *Rag1* ^−/−^ hosts. The relative contribution of AhR‐deficient B cells (white) vs. AhR‐sufficient B cells (black) to the B‐cell pool was determined 8 weeks later. As shown in Fig 5A and B, the composition of the mature B‐cell pool was substantially skewed in favour of B cells that originated from *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ bone marrow, whereas bone marrow‐resident immature subsets of B cells did not show this trend.

**Figure 5:**
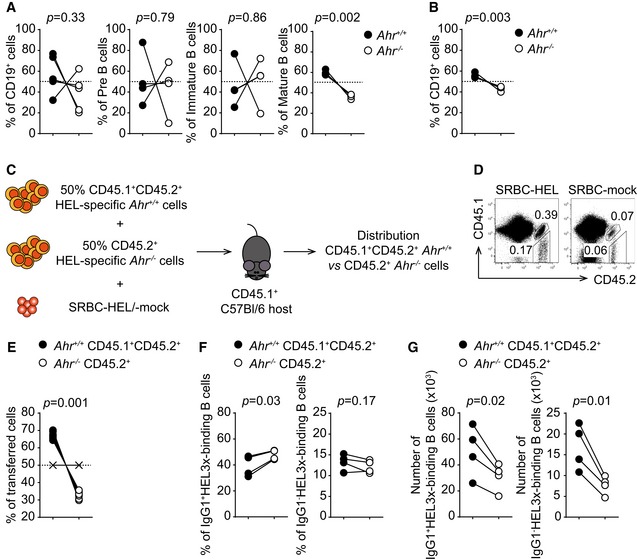
AhR deficiency impairs BCR‐dependent B‐cell proliferation *in vivo* A, BFlow cytometry analysis of distribution of CD45.1^+^ and CD45.2^+^ cells in indicated cell subsets purified from bone marrow (A) and lymph node (B) of sublethally irradiated *Rag1* ^−/−^ mice 8 weeks after reconstitution with equal numbers of bone marrow cells from *Ahr* ^+/+^ (CD45.1^+^) and *Ahr* ^−/−^ (CD45.2^+^) mice. Dashed lines indicate 50% level. Representative data of *n* = 2 independent experiments; two‐tailed paired *t*‐test.CHost *CD45.1* mice were co‐transferred with a 1:1 mixture of HEL‐specific *Ahr* ^+/+^ CD45.1^+^CD45.2^+^ splenocytes isolated from *SW*_*HEL*_ *Ahr* ^+/+^ mice and HEL‐specific *Ahr* ^−/−^ CD45.2^+^ splenocytes isolated from *SW*_*HEL*_ *Ahr* ^−/−^ mice in the presence of SRBC‐HEL or SRBC‐mock. Readout at d7 post‐challenge was distribution of *Ahr* ^+/+^ CD45.1^+^CD45.2^+^ vs. *Ahr* ^−/−^ CD45.2^+^ cells.DFlow cytometry analysis of distribution of CD45.1^+^CD45.2^+^ and CD45.2^+^ cells harvested from host mice challenged as indicated above the dot plots. Representative data of *n* = 3 independent experiments.EFlow cytometry analysis of distribution of *Ahr* ^+/+^ CD45.1^+^CD45.2^+^ (black) and *Ahr* ^−/−^ CD45.2^+^ (white) cells harvested from host mice. Indicated distribution is quantified relative to transferred cells. X symbols indicate SRBC‐mock‐treated control. Dashed line indicates 50% threshold. Representative data of *n* = 3 independent experiments; two‐tailed paired *t*‐test.F, GFlow cytometry analysis of distribution (F) and cell numbers (G) of IgG1^+^ and IgG1^−^ HEL3x‐binding *Ahr* ^+/+^ CD45.1^+^CD45.2^+^ (black) and *Ahr* ^−/−^ CD45.2^+^ (white) cells harvested from host mice. Representative data of *n* = 2 independent experiments; two‐tailed paired *t*‐test.

To test whether AhR regulates proliferation in response to antigenic stimulation, we co‐transferred splenocytes from *SW*_*HEL*_ *Ahr* ^−/−^ and *SW*_*HEL*_ *Ahr* ^+/+^ mice (distinguishable by CD45 allotype expression) into C57Bl/6 CD45.1^+^ hosts together with SRBC‐HEL (Fig 5C). 7 days later, the distribution of HEL‐specific AhR‐deficient and AhR‐sufficient B cells in the spleen of recipient mice was analysed. Immunization with SRBC‐HEL caused expansion of both *Ahr* ^+/+^ (black, CD45.1^+^ CD45.2^+^) and *Ahr* ^−/−^ (white, CD45.2^+^) B cells compared to the mock immunized controls (Fig 5D). However, AhR‐sufficient B cells expanded more than AhR‐deficient B cells so that over 60% of the HEL‐specific B cells detected in the recipient mice originated from the AhR‐sufficient input, whereas AhR‐deficient B cells only represented less than 40% of the HEL‐specific B‐cell pool (Fig 5E).

This confirmed that AhR‐deficient B cells are less prone to proliferate in response to BCR engagement and lose out in competition with AhR‐sufficient B cells.

To test whether the reduced proliferation potential of *Ahr* ^−/−^ B cells has further functional consequences *in vivo*, we tested whether AhR deficiency had an impact on the generation of short‐lived splenic and long‐lived bone marrow plasma cells (PCs) in non‐immune mice. *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ mice showed a reduced number of PCs in the spleen as compared to AhR‐sufficient controls (Appendix Fig S3A and B). On the other hand, in the bone marrow long‐lived PCs were represented in similar numbers in *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ mice compared with *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ mice (Appendix Fig S3C and D). Immunization with NP‐CGG, however, did not reveal any difference between splenic PC numbers of *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ mice compared with *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ mice. This might indicate that the partial proliferative defect can eventually be corrected provided there are not wild‐type competitor B cells around (Appendix Fig S3E).

We next determined whether AhR deficiency in B cells influences the generation of high‐affinity antibodies *in vivo*. For this, we co‐transferred in a 1:1 ratio splenocytes from *SW*_*HEL*_ mice, which were either AhR‐deficient (white) or AhR‐sufficient (black). The hosts were immunized with SRBC coupled with a modified HEL protein carrying three point mutations (HEL3x), for which the *SW*_*HEL*_ B‐cell receptor has 10,000‐fold lower affinity compared with unmodified HEL (Fig EV5A). Therefore, only B cells that have undergone affinity maturation in GC are able to bind HEL3x (Paus *et al*, 2006). AhR deficiency did not compromise the intrinsic ability to undergo affinity maturation as suggested by the similar proportions of HEL3x‐binding IgG1^+^ or IgG1^−^ B cells between the two genotypes (Figs 5F and EV5B). Nevertheless, when total numbers of B cells that underwent affinity maturation were taken into consideration, both IgG1^+^ and IgG1^−^ HEL3x‐binding B cells from AhR‐deficient hosts were substantially reduced compared with their AhR‐sufficient counterpart, likely due to their reduced expansion potential (Fig 5G).

**Figure EV5:**
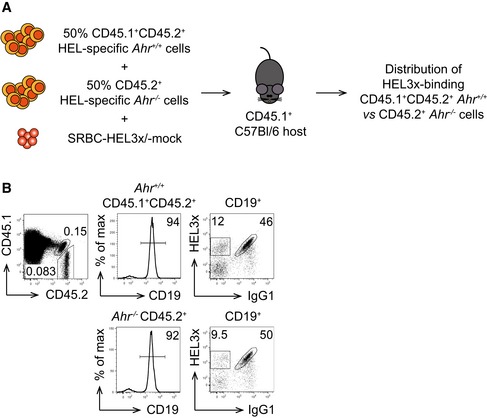
AhR deficiency does not affect the affinity maturation process *in vivo* Host CD45.1 mice were co‐transferred with a 1:1 mixture of HEL‐specific *Ahr* ^+/+^ CD45.1^+^CD45.2^+^ splenocytes isolated from *SW*_*HEL*_ *Ahr* ^+/+^ mice and HEL‐specific *Ahr* ^−/−^ CD45.2^+^ splenocytes isolated from *SW*_*HEL*_ *Ahr* ^−/−^ mice, and SRBC‐HEL3x or SRBC‐mock. Readout at d10 post‐challenge was distribution of HEL3x‐binding *Ahr* ^+/+^ CD45.1^+^CD45.2^+^ vs. *Ahr* ^−/−^ CD45.2^+^ cells.Flow cytometry analysis of distribution of HEL3x‐binding CD45.1^+^CD45.2^+^ and CD45.2^+^ cells harvested from host mice challenged as indicated in (A). Cells were gated as indicated above the plots. Representative data of *n* = 2 independent experiments.

Thus, AhR deficiency impairs antigen‐dependent B‐cell proliferation and the generation of high‐affinity antibodies *in vivo,* without compromising the process of affinity maturation itself.

### Cyclin O is defective in AhR‐deficient B cells

A role for AhR in the regulation of the cell cycle has been described before, albeit in cell lines, and the suggestion was that induction of the cell cycle inhibitor p27kip1 underlies the G_0_/G_1_ cell cycle arrest following dioxin treatment, whereas other studies described cell cycle arrest in AhR‐deficient cell types (Ma & Whitlock, 1996; Elizondo *et al*, 2000; Levine‐Fridman *et al*, 2004). We therefore tested expression of p27kip1, expression of the activation markers CD69, CD86 and MHC II, and calcium mobilization following activation of AhR‐sufficient and AhR‐deficient B cells with α‐IgM. *Ahr* ^−/−^ B cells did not show any alteration in p27Kip1 expression or activation markers as compared to AhR‐sufficient B cells upon BCR engagement (Appendix Fig S4A–D) nor did they show altered calcium mobilization (Appendix Fig S4E). 

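Splenic B cells from 3 *Ahr* +/+ and 3 *Ahr* -/- mice were cultured for 8 h with 10 μg/ml α‐IgM, which engages the BCR, and 20 ng/ml IL‐4. The AhR ligand FICZ was present at 250 nM for the last 4 h. Stranded mRNA libraries were sequenced on an Illumina instrument. The authors deposited the number of reads counted on each gene in each mouse, without normalization, together with normalized counts and a table of their own comparison. The paper's text names no aligner, counting program, genome build or test for these libraries. Total counts were 40065169, 38543246 and 34402709 in the *Ahr* +/+ libraries, with a median of 38543246. They were 22095096, 53648787 and 41947441 in the *Ahr* -/- libraries, with a median of 41947441. The smallest level these depths can show, set at 3 counts, was between 0.0559 and 0.136 CPM (counts scaled to a common library size), which covers counting error only. Counts were compared between genotypes with edgeR's quasi‐likelihood test after TMM normalization, and p‐values were adjusted by the Benjamini–Hochberg method. The test covered the 13682 genes with at least 10 counts over the 6 libraries. Another 9738 genes fell below this minimum, of which 7220 had no counts. Normalized counts were obtained by dividing each count by its library's size, scaled by TMM, relative to the mean of the 6 libraries. Replicates of 1 genotype differed by more than sampling noise, with a chi‐square per degree of freedom between 3.96 and 9.24, so no library was counted as a duplicate of another. Between genotypes the same measure lay between 25.3 and 45.2. The first principal component held 52.9% of the variance and separated the genotypes. The targeted gene, *Ahr*, lies on chromosome 12 of GRCm38 from 35497974 to 35535038. It had 12681, 12892 and 13953 normalized counts in the *Ahr* +/+ libraries and 8856, 8949 and 9717 in the *Ahr* -/- libraries. The means were 13175 ± 682 (SD, n = 3 mice) and 9174 ± 472 (SD, n = 3 mice). The log2 fold change was −0.52 (standard error 0.047, adjusted p = 7.1e-06 from edgeR). Every *Ahr* -/- library was lower than every *Ahr* +/+ library (two‐sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With each library left out in turn, which moved this value more than the other alternatives tried, the log2 fold change stayed between −0.57 and −0.48. A count over the whole gene does not show which exons the reads cover. *Ahr* also overlaps another annotated gene, *Gm48236*, on the opposite strand. Whether strand was used in counting is not stated in the paper's text, so the counts of *Ahr* are uncertain to that extent.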

Since AhR targets a large number of genes, we performed an unbiased RNA sequencing screen, comparing *Ahr* ^+/+^ and *Ahr* ^−/−^ B cells activated *in vitro* with α‐IgM and IL‐4 in the presence of FICZ. 

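After activation with α‐IgM, IL‐4 and FICZ, 2453 genes had an adjusted p‐value under 0.05 in the comparison of *Ahr* -/- with *Ahr* +/+ B cells by edgeR. Of these, 1113 were lower and 1340 were higher in *Ahr* -/- B cells. Most changes were small, with a median absolute log2 fold change of 0.36. At least 2‐fold changes were found for 465 genes, 215 lower and 250 higher. The values of the 2 genotypes did not overlap for 2409 of the changed genes. Over all tested genes this held for 33.5%, against 10% by chance. The number of changed genes moved most with the threshold, to 1473 at an adjusted p‐value under 0.01. Among fits at 0.05 it was lowest, at 1669, without *Ahr* -/- replicate 2, and 1645 of those genes were also changed with all libraries. The 10 genes with the largest absolute log2 fold change, among changed genes without overlap and with a mean of at least 10 normalized counts in the higher genotype, were all lower in *Ahr* -/- B cells. They were *Cyp1b1*, *Cyp1a1*, *Ahrr*, *Ccno*, *Tmprss4*, *Sema3b*, *Asb2*, *Fhod3*, *Mpp2* and *Ovol1*. *Asb2* fell from 371 ± 61.4 to 8.44 ± 3.16 normalized counts (SD, n = 3 mice per genotype), a log2 fold change of −5.34 (standard error 0.22, adjusted p = 4.1e-09 from edgeR). *Tmprss4* had 10.3 ± 1.97 normalized counts in *Ahr* +/+ B cells (SD, n = 3 mice) and no counts in *Ahr* -/- B cells. Against the floor of 3 counts it was at least 3.09‐fold lower (adjusted p = 9.0e-04 from edgeR). No *Ahr* -/- library had more than 3 counts on *Sema3b*, *Mpp2*, *Ovol1* or *Fhod3* either, and these genes were at least 14.7‐fold, 10.6‐fold, 7.45‐fold and 4.76‐fold lower. *Tmprss4*, *Asb2*, *Fhod3* and *Ovol1* overlap other annotated genes on the opposite strand, and whether strand was used in counting is not stated in the paper's text, so their counts are uncertain to that extent.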

Figure 6A and B, and Appendix Tables S1 and S2 show the top 20 differentially regulated genes upon deletion of *Ahr*. Differentially regulated genes were screened with gene ontology and pathway analysis tools. 

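All 20 genes of Fig 6A were lower and all 20 genes of Fig 6B were higher in *Ahr* -/- B cells at an adjusted p‐value under 0.05. This held with adjustment over all tested genes and over each list alone. The lists are the authors' own calls on the same libraries, so these counts show no stability. A filter of at least 10 counts in at least 3 libraries moved the number called most, from 20 to 15 in each list, since 5 genes of each list were then not tested. The log2 fold changes ran up to −4.15 for the smallest change in Fig 6A, and from 2.04 to a fitted 5.56 in Fig 6B. Of the genes in Fig 6A, 17 were among the 20 lowest log2 fold changes of the changed genes in the edgeR comparison. Of those in Fig 6B, 6 were among the 20 highest of the changed genes. Among all tested genes, changed or not, these numbers were 16 and 4. *Gm15645* rose from 90.0 ± 16.0 to 1162 ± 29.8 normalized counts (SD, n = 3 mice per genotype), a log2 fold change of 3.70 (standard error 0.092, adjusted p = 3.9e-11 from edgeR). It is annotated as a transcribed processed pseudogene on chromosome 7 from 105762321 to 105863650 and overlaps *Dchs1* and *Mrpl17* on the opposite strand. Its reads could therefore belong in part to other genes. *Siglech*, a marker of plasmacytoid dendritic cells, rose from 56.8 ± 4.19 to 270 ± 32.3 normalized counts (SD, n = 3 mice per genotype). Its log2 fold change was 2.23 (standard error 0.14, adjusted p = 2.1e-07 from edgeR), and other markers of these cells were also higher in *Ahr* -/- libraries as a set. *Cd209a* had a log2 fold change of 2.52. Its paralog *Cd209d*, whose reads counting may have split with *Cd209a*, had no more than 2 counts in any *Ahr* +/+ library and was at least 5.64‐fold higher in *Ahr* -/- B cells.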

Apart from the expected absence of the prototypical AhR target genes *Cyp1a1*,* Cyp1b1* and *Ahrr*, one of the most strongly down‐regulated genes in AhR‐deficient B cells was *Ccno*, encoding cyclin O, a member of the cyclin family. 

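*Cyp1a1* lies on chromosome 9 of GRCm38 from 57687928 to 57703824. It had 5246 ± 242 normalized counts in *Ahr* +/+ B cells and 5.36 ± 2.20 in *Ahr* -/- B cells (SD, n = 3 mice per genotype), where the libraries held 4, 4 and 7 counts. The log2 fold change was −10.04 (standard error 0.11, adjusted p = 1.6e-14 from edgeR). That standard error is derived from the test statistic and is no measure of precision at so few *Ahr* -/- counts. Over the fits that each left out 1 library, the log2 fold change lay between −10.30 and −9.62. *Cyp1b1*, on chromosome 17 from 79701537 to 79715061, had 229 ± 8.82 normalized counts in *Ahr* +/+ B cells (SD, n = 3 mice) and none in any *Ahr* -/- library. With no *Ahr* -/- counts, it was at least 68.7‐fold lower (adjusted p = 1.2e-08 from edgeR). *Ahrr*, on chromosome 13 from 74211118 to 74292331, had 329 ± 32.3 normalized counts in *Ahr* +/+ B cells (SD, n = 3 mice) and 2, 3 and 0 counts in the *Ahr* -/- libraries. It was at least 98.6‐fold lower (adjusted p = 2.6e-09 from edgeR). *Ccno* had 107, 109 and 88 counts in the *Ahr* +/+ libraries and 1, 0 and 1 in the *Ahr* -/- libraries, or 104 ± 5.42 and 0.876 ± 0.859 normalized counts (SD, n = 3 mice per genotype). All *Ahr* -/- libraries were below the floor, so *Ccno* was at least 31.2‐fold lower, and its absence cannot be told from a level below what the depth can show. The fitted log2 fold change, whose standard error has the same limit, was −7.07 (standard error 0.39, adjusted p = 7.5e-08 from edgeR). With a larger prior count of 2 it was −5.32, the largest shift among the alternatives. For each of these 4 genes the genotypes did not overlap (two‐sided exact permutation tests, p = 0.1, the smallest possible with 3 mice per genotype). Of 25 tested genes whose symbol is Ccn followed by a letter, 1 of which, *Ccndbp1*, encodes a cyclin‐binding protein, 3 had an adjusted p‐value under 0.05. *Ccno* and *Ccnt1* were lower, and *Ccnd1* was higher. *Ccnt1* changed little, with a log2 fold change of −0.29 (standard error 0.051, adjusted p = 0.0013 from edgeR). *Ccnd1* rose from 34.7 ± 5.14 to 93.0 ± 13.5 normalized counts (SD, n = 3 mice per genotype), though it overlaps another annotated gene on the opposite strand. The paper states that *Ccno* was among the genes most strongly lowered without AhR, and calls the loss of *Cyp1a1*, *Cyp1b1* and *Ahrr* expected for prototypical AhR target genes. The paper adds that *Ccno* encodes a cyclin family member, and in its discussion proposes it as a plausible candidate to explain the reduced proliferation of AhR‐deficient B cells.

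**Figure D1:**
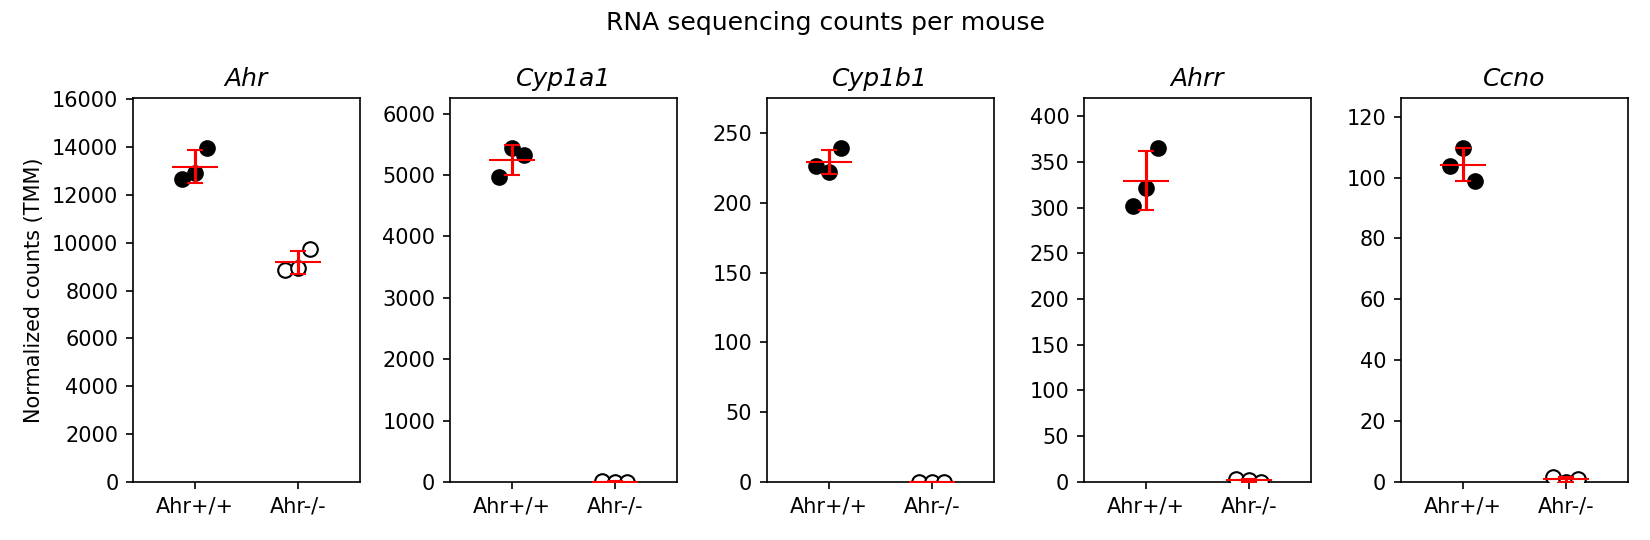
Normalized RNA sequencing counts (TMM, linear axes from 0) of *Ahr*, *Cyp1a1*, *Cyp1b1*, *Ahrr* and *Ccno* in B cells of 3 *Ahr* +/+ (black) and 3 *Ahr* -/- (white) mice. Each circle is 1 mouse, red bars are the mean ± SD, and in all 5 panels every *Ahr* -/- value lies below every *Ahr* +/+ value.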

To confirm the RNA sequencing result and to dissect the AhR dependency of *Ccno* expression dynamics in B cells, splenic CD19^+^ B cells were isolated from *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ and *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ mice, stimulated with α‐IgM and *Ccno* expression was assessed over a 24 h period. *Ccno* was maximally induced about 8 h after stimulation in AhR‐sufficient B cells, but not detectable in AhR‐deficient B cells, confirming the RNA sequencing result (Fig 6C). Furthermore, *Ccno* expression was enhanced by concomitant stimulation with anti‐IgM and IL‐4 presumably due to the increased levels of AhR under these conditions (Fig 6D). This was further enhanced in the presence of AhR ligands FICZ and 3‐MC (Fig 6E). ChIP PCR established that AhR directly bound to the *Ccno* promoter to regulate its expression (Fig 6D).

**Figure 6:**
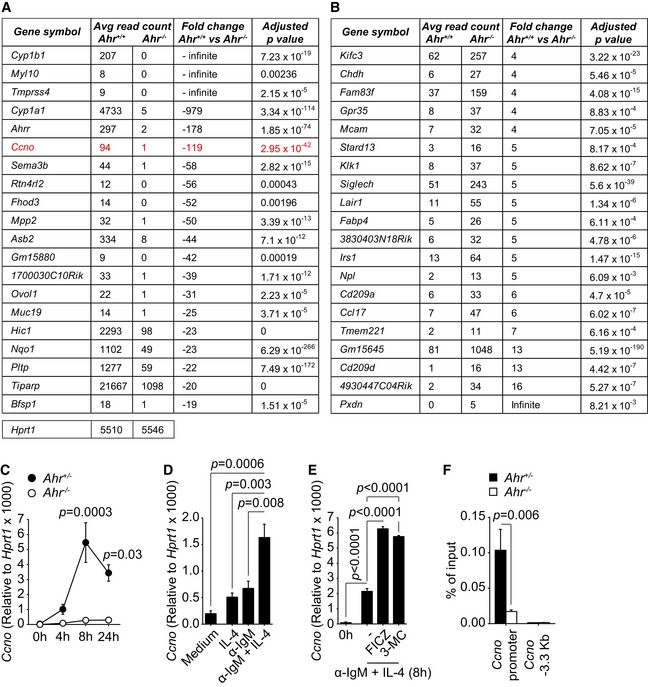
AhR‐deficient B cells fail to up‐regulate *Ccno* expression A, BTables showing the top 20 down‐regulated (A) and up‐regulated (B) genes in *Ahr* ^−/−^ B cells as compared to *Ahr* ^+/+^ cells, after analysis by RNA sequencing. B cells were activated with 10 μg/ml α‐IgM + 20 ng/ml IL‐4 for 8 h; 250 nM FICZ was added to the culture during the last 4 h. The average read counts are directly proportional to the extent of expression of a given gene in *Ahr* ^+/+^ or *Ahr* ^−/−^ cells. Data from *n* = 3 mice per group. Average read counts for the housekeeping gene *Hprt1* in both *Ahr* ^+/+^ and *Ahr* ^−/−^ B cells are indicated below the table in (A).CqPCR analysis of *Ccno* expression in splenic CD19^+^ cells isolated from non‐immune *Ahr* ^*fl*/+^ *mb1* ^*Cre*+^ (*Ahr* ^+/−^ B cells, black) and *Ahr* ^*fl*/−^ *mb1* ^*Cre*+^ (*Ahr* ^−/−^ B cells, white) mice, stimulated with 10 μg/ml anti‐IgM for the indicated time points. *Ccno* expression was normalized to *Hprt1*. *n* = 3 independent experiments; mean ± SEM; two‐way ANOVA, Sidak's multiple comparison test.DqPCR analysis of *Ccno* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for 8 h with 20 ng/ml IL‐4 and/or 10 μg/ml α‐IgM. *Ccno* expression was normalized to *Hprt1*. *n* = 3 independent experiments; mean ± SEM; one‐way ANOVA, Tukey's multiple comparison test.EqPCR analysis of *Ccno* expression in splenic CD19^+^ cells isolated from C57Bl/6 mice and cultured for the indicated time points with 20 ng/ml IL‐4 and/or 10 μg/ml α‐IgM in the presence or absence of 250 nM FICZ or 1 μM 3‐MC. *Ccno* expression was normalized to *Hprt1*. *n* = 3 independent experiments; mean ± SEM; one‐way ANOVA, Tukey's multiple comparison test.FChromatin immunoprecipitation (ChIP) analysis of AhR interaction with the *Ccno* promoter and an irrelevant region (−3.3 kb from *Ccno* transcription starting site) in *Ahr* ^+/+^ (black) and *Ahr* ^−/−^ (white) B cells 5 h after activation with 10 μg/ml α‐IgM + 20 ng/ml IL‐4. 250 nM FICZ was added in the last hour of culture. Representative data of *n* = 2 independent experiments; mean ± SEM; two‐way ANOVA, Sidak's multiple comparison test.

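The deposited normalized counts are the raw counts divided by 1 factor per library. The factors were 1.14, 1.10 and 0.985 for the *Ahr* +/+ libraries and 0.649, 1.56 and 1.21 for the *Ahr* -/- libraries. No correction for gene length was applied, so these values compare 1 gene between libraries and not different genes within a library. In the authors' deposited table, 1597 genes have an adjusted p‐value under 0.05, and 1562 of them were also changed in the same direction by edgeR. The authors' deposited table has 1198 genes with an adjusted p‐value under 0.01. The genes of Fig 6A are the 20 with the lowest fold change among these, and the genes of Fig 6B the 20 with the highest. With the authors' adjusted p‐value under 0.05, the lists share 19 and 12 genes with the 20 most extreme fold changes.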

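*Hprt1*, listed as *Hprt* in the count table, lies on the X chromosome of GRCm38 from 52988137 to 53021659. It had 5695 ± 267 normalized counts in *Ahr* +/+ and 5753 ± 302 in *Ahr* -/- B cells (SD, n = 3 mice per genotype). The log2 fold change was 0.01 (standard error 0.048, adjusted p = 0.89 from edgeR). The means of the genotypes differed by less than either SD, and a two‐sided exact permutation test of the difference gave p = 0.9. With libraries left out in turn the log2 fold change changed sign and stayed between −0.02 and 0.05.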

## Discussion

With the appreciation of physiological roles of the AhR beyond the detoxification of environmental pollutants, immunologists are increasingly focusing on the functions of this transcription factor in different immune cell populations. We had initially described expression of AhR in T cells, where it is confined to the T_H_17 cell subset and required for the induction of interleukin 22 (Veldhoen *et al*, 2008), but it appears that AhR is more widely expressed in other immune cell types (Stockinger *et al*, 2014). B cells show universal expression albeit at generally low levels, with the exception of subsets like MZB cells and B1 B cells. These subsets are considered to be rapidly responsive to repetitive epitopes displayed by environmental pathogens and self‐antigens and may therefore be in an elevated state of activation (Martin & Kearney, 2002; Baumgarth, 2011). Since BCR activation results in up‐regulation of *Ahr*, it is likely that the increased *Ahr* expression in MZB and B1 cells mirrors their activation profile rather than representing a characteristic feature. Furthermore, the ability to up‐regulate *Ahr* expression upon BCR activation applied to all splenic B‐cell subsets, confirming that *Ahr* up‐regulation may reflect BCR engagement and is not an exclusive feature of specific B‐cell subsets. The link between BCR engagement and *Ahr* induction is still unknown, but does not involve the canonical NF‐κB pathway in contrast to what was recently postulated in fibroblasts (Vogel *et al*, 2014).

The role for AhR in B cells has been studied extensively in the context of environmental chemical‐mediated toxicity and suppression of the humoral immune response by dioxin is a well‐established phenomenon, and exposure of primary B cells or B‐cell lines to chemical AhR ligands indicated a role in the control of B‐cell response acting at multiple levels (Sulentic & Kaminski, 2011; Sherr & Monti, 2013). Our study of B‐cell function in mice in which AhR deficiency was targeted to B cells did not indicate any alterations in B‐cell responses against T‐independent and T‐dependent challenges.

However, upon closer scrutiny it was apparent that AhR‐deficient B cells had reduced proliferation potential due to their retention in G_0_/G_1_ stage of the cell cycle. This defect was partial, as those B cells that managed to overcome the block proliferated normally. Nevertheless, it was apparent that AhR‐deficient B cells lost out in competition with AhR‐sufficient B cells, both in settings of homeostatic proliferation (Fig 5A and B) and upon antigen‐driven proliferation (Fig 5D and E). Interestingly, *Ahr* deletion did not impair the ability of B cells to proliferate *per se*, but instead compromised their likelihood to commence the cell cycle. Indeed, the reduced expansion potential of *Ahr* ^−/−^ B cells was mirrored by the reduced fraction of cells undergoing cell division. On the other hand, the replication index, indicating the proliferative capacity of cells that already underwent division, was comparable between AhR‐sufficient and AhR‐deficient B cells. These results suggest that AhR could be a modulator of the B‐cell activation threshold, augmenting the sensitivity of B cells to BCR triggers.

B‐cell proliferation is important to sustain the affinity maturation process in GC that allows generation of high‐affinity antibodies. Recent studies showed that the magnitude of T cell help received by GC B cells in the light zone is positively correlated with the division rate and number of point mutations accumulated in immunoglobulin genes in the dark zone (Victora *et al*, 2010; Gitlin *et al*, 2014). In the *SW*_*HEL*_ model, AhR deficiency did not impair the intrinsic ability of B cells to undergo affinity maturation, since comparable fractions of *Ahr* ^+/+^ and *Ahr* ^−/−^ B cells underwent affinity maturation and bound HEL3x. However, because of the expansion defect of *Ahr* ^−/−^ B cells as compared to *Ahr* ^+/+^ controls, the total number of HEL3x‐binding affinity‐matured AhR‐deficient B cells was lower. Thus, reduced expansion rather than an intrinsic affinity maturation defect led to a reduced ability to generate high‐affinity antibodies. These data are in line with the finding that AhR deficiency impacts BCR‐driven proliferation, whereas T cell‐driven B‐cell proliferation that occurs in GC during the affinity maturation process remains unaffected. Indeed, we observed that stimuli other than through the BCR, including CD40 ligation, did not have any effect on *Ahr* expression levels. Mice with AhR‐deficient B cells also showed a defect in short‐lived plasma cells in the spleen, whereas long‐lived plasma cells in the bone marrow appeared normal, suggesting that over time the reduced expansion due to problems of entering into the cell cycle can be compensated.

Thus, it appears that endogenous AhR ligands play a role in maintaining the functional response of B cells to antigen activation. In order to detect AhR activation *in vivo*, we employed a fate reporter mouse model in which mice with Cre recombinase inserted under control of the endogenous *Cyp1a1* promoter were crossed with *Rosa26 eYFP* reporter mice such that cell that has activated the AhR pathway and induced *Cyp1a1* would be permanently labelled with the eYFP fluorochrome (Henderson *et al*, 2015). Under steady‐state conditions, B cells of these mice did not express the reporter and in general we found very low eYFP expression, mainly in non‐haematopoietic cells (M. Villa, unpublished observation). This is most likely due to the tight regulation of AhR activation that is subject to strong feedback control and therefore might not result in sufficiently prolonged *Cyp1a1* expression to turn on Cre recombinase. However, deliberate addition of AhR agonists either *in vitro* or together with immunization *in vivo* strongly induced this reporter, confirming its functionality. It therefore seems that the AhR pathway is functional in B cells *in vivo*, but exposure to endogenous ligands was subthreshold of detection with the reporter.

Observations in the toxicology field have implicated AhR in cell cycle regulation with different effects in different cell types (Puga *et al*, 2002). Whereas transient AhR engagement in a hepatoma cell line promoted G_0_/G_1_ to S phase transition, sustained activation with dioxin increased p27Kip1 expression, promoting cell cycle arrest (Levine‐Fridman *et al*, 2004). In contrast, other studies showed that AhR deficiency negatively affected cell proliferation (Ma & Whitlock, 1996; Elizondo *et al*, 2000; Tohkin *et al*, 2000). It is possible that prolonged AhR activation via dioxin that is not metabolized might in some cases mimic AhR deficiency, presumably due to the fact that this exposure can lead to profound down‐regulation and degradation of AhR (Pollenz *et al*, 1998). It is noteworthy that AhR knockdown was recently shown to reduce expression of E2F1, which is involved in regulation of cell cycle and apoptosis (Frauenstein *et al*, 2013). These observations are difficult to extrapolate to primary B cells and we did not observe any alteration in p27kip1 levels in AhR‐deficient B cells.

In order to understand the mechanistic basis for the defective proliferation of AhR‐deficient B cells, we carried out an unbiased RNA sequencing screen comparing BCR‐activated B cells from AhR‐deficient and AhR‐sufficient mice. It should be noted that our screen did not overlap with previous screens of dioxin‐activated B‐cell lines, clearly indicating that the chemical activation of AhR interferes with B‐cell responses on a different level (De Abrew *et al*, 2010).

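Among the genes lower in *Ahr* -/- B cells in the RNA sequencing comparison, *Ccno* ranked 4 by log2 fold change, behind *Cyp1b1*, *Cyp1a1* and *Ahrr*. Its rank was also 4 among the lower genes with a mean of at least 10 normalized counts in *Ahr* +/+ B cells. Across the fits that each left out 1 library its rank lay between 3 and 7. By p‐value over all tested genes, *Ccno* ranked 75. The ranks by log2 fold change use fitted values. For *Ccno*, *Cyp1b1* and *Ahrr*, all *Ahr* -/- libraries were at or below the floor of 3 counts. As a lower bound *Ccno* was 31.2‐fold lower, which is less than the 40.5‐fold of *Asb2*, a gene above the floor. The order among such genes is therefore uncertain.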

A top scoring differentially expressed gene, apart from AhR pathway genes such as *Cyp1a1* and *Ahrr,* was *Ccno*, encoding the cyclin family member cyclin O, which seemed a plausible candidate to explain the reduced proliferative potential of AhR‐deficient B cells and furthermore appears to be directly regulated by AhR as AhR bound to the *Ccno* promoter.

Cyclin O was erroneously identified as a component of the molecular complex involved in antibody class switch recombination and affinity maturation (Muller & Caradonna, 1991). However, a later report described a possible role for cyclin O in controlling cell cycle, as it is expressed as a function of the cell cycle. Cyclin O expression peaked during the G_1_ phase, while undergoing complete turnover by the end of the cell cycle, an expression pattern typical of cell cycle regulators (Muller & Caradonna, 1993). AhR‐deficient B cells failed to express *Ccno,* while it was transiently up‐regulated in *Ahr* ^+/+^ B cells about 8 h after activation. 

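Mouse *Ccno* lies on the forward strand of chromosome 13 of GRCm38 from 112987802 to 112990777. The transcript Ccno-201 has 3 exons, from 112987802 to 112988284, from 112988891 to 112989076 and from 112989572 to 112990777. The 5′ UTR ends at 112987897 in exon 1, and the 3′ UTR starts at 112990055 in exon 3. The core of a DRE, the sequence GCGTG to which AhR binds with its partner, was searched on both strands in the annotated transcripts. These cover 2555 of the 2976 bases of the gene. The 421 bases from 112989151 to 112989571, in the intron between exons 2 and 3, and the sequence upstream of the gene were not analysed here. The core was found at 2 places, where the frequencies of single bases in the searched sequence give an expected 7.30 matches and those of pairs of neighbouring bases 5.01. One lies on the forward strand from 112988039 to 112988043, in the coding part of exon 1, within CGCTGAACGCGTGTTCGCTCC. The other lies on the reverse strand from 112989838 to 112989842, in the coding part of exon 3, within ACTACCTACACGCCGTCCCTG as read on the forward strand. A match to the core is a match of sequence and no measure of binding.

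**Figure D2:**
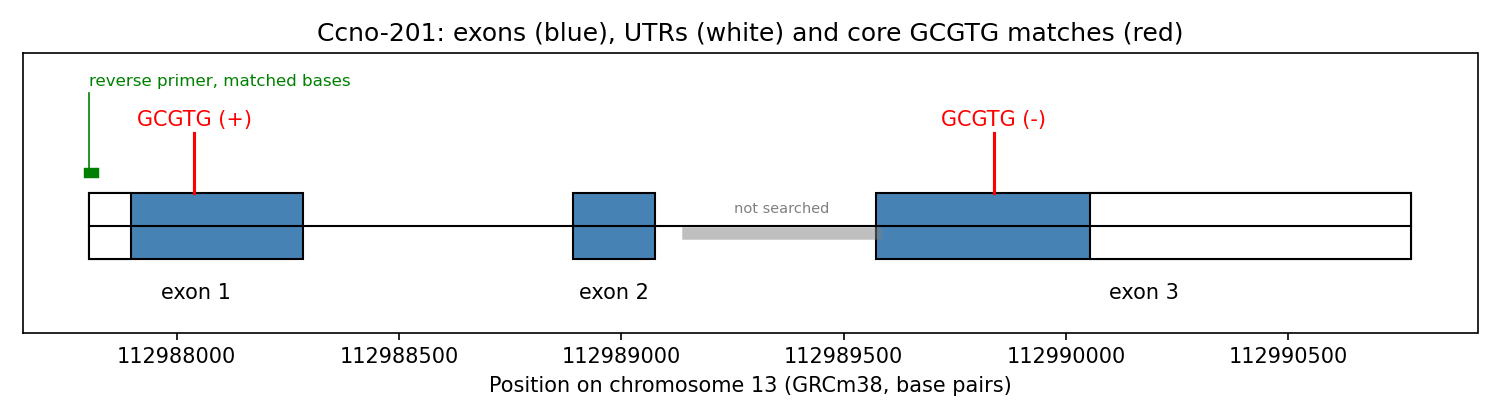
Map of *Ccno* on chromosome 13 of GRCm38, with positions in base pairs on the horizontal axis, coding exons in blue and UTRs in white. Red lines mark the 2 core GCGTG matches in exons 1 and 3, grey the 421 bases that were not searched, and green the 13 bases at the start of the gene that match the reverse primer used for ChIP.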

Conservation analysis between the human and mouse *Ccno* gene established the presence of multiple dioxin response elements (DREs) within several regions of the *Ccno* locus (Appendix Fig S5). Although the involvement of *Ccno* in regulation of B‐cell proliferation is so far not experimentally proven, this molecule represents a potential candidate.

Thus, AhR sensing of endogenous ligands by B cells has a subtle, but detectable influence on their physiology. As the exposure of B cells to endogenous AhR ligands was not measurable using a *Cyp1a1* fate reporter, we can only infer a role for AhR signalling in B cells through the deleterious effects of AhR deficiency. It is likely that the transient nature of AhR signalling is of particular significance for its physiological functions.

## Materials and Methods

### Mice and immunizations

C57BL/6J (in the text called C57Bl/6), *B6.129S7‐Rag1* ^*tm1Mom*^/*J* (*Rag1* ^−/−^), *B6.129‐Ahr* ^*tm1Bra*^/*J* (*Ahr* ^−/−^), *Cd79 a* ^*tm1(cre)Reth*^ (*mb1* ^*Cre*^) (Hobeika *et al*, 2006), *Ahr* ^*tm3.1Bra*^/*J R26R eYFP* (*Ahr* ^*fl*/*fl*^), *Cyp1a1* ^*Cre*^ *R26R eYFP* (Henderson *et al*, 2015) and *SW*_*HEL*_ mice (Phan *et al*, 2003) were bred and kept at Francis Crick Institute animal facilities under specific pathogen‐free conditions. Mice were used after 8 weeks of age, age‐ and gender‐matched unless otherwise stated. All animal experiments were performed according to institutional guidelines (Francis Crick Institute Ethical Review Panel) and UK Home Office regulations.

TNP‐Ficoll (Biosearch Technologies; 10 μg/mouse in PBS) and NP‐CGG (Biosearch Technologies; 10 μg/mouse in PBS:Alum (Thermo Scientific) 3:1) immunizations were done by intra‐peritoneal (i.p.) injection. For cholera toxin (Ctx; List Biological Laboratories, Inc.) immunization, mice were starved for 2 h and HBSS + 7.5% sodium bicarbonate solution (4:1 ratio) was administered by intra‐gastric (i.g.) gavage, followed 30 min later by i.g. gavage of 2.5 μg active Ctx in PBS. Mice were culled at d14 post‐immunization for analysis.

*SW*_*HEL*_ mice were used as donors of HEL‐specific B cells that were transferred into a naive congenic recipient mouse together with HEL conjugated to the carrier SRBC to induce a T‐dependent response. Host and donor differed in the allotypic marker CD45, which allowed assessment of donor‐specific responses in an immune‐competent mouse (Phan *et al*, 2003).

Briefly, 50,000 HEL^+^ B cells were transferred together with 10^9^ HEL‐conjugated SRBC (SRBC‐HEL) intravenously (iv) in PBS into recipient mice. For each experiment, a mock control immunized with uncoupled SRBC was used. Mice were analysed at d7 post‐immunization. In some experiments, the AhR ligand 3‐MC (Sigma) was dissolved in corn oil and injected ip at a concentration of 26.5 mg/kg. For conjugation, SRBCs (Patricell) were extensively washed in PBS and resuspended in conjugation buffer (0.35 M mannitol, 0.01 M NaCl). HEL (2 mg/ml; Sigma) or HEL3x (100 μg/ml; kindly provided by R. Brink) was added 1:10 and incubated 10 min at 4°C. Without washing, EDCI (Novabiochem) 100 mg/ml in conjugation buffer was added 1:10 and incubated 30 min at 4°C. SRBCs were then extensively washed in PBS, counted and resuspended in PBS.

To generate bone marrow chimeras, lethally irradiated (2 × 5 Gy) *Rag1* ^−/−^ recipient mice (6–8 weeks old) received iv transfer of bone marrow (BM) cells from gender‐matched donors. Recipient mice were kept under antibiotic treatment (Baytril 0.02% in drinking water; Bayer) for 2 weeks. Blood samples were taken 4 weeks after reconstitution to check for chimerism, and recipient mice were used for experiments not earlier than 8 weeks post‐reconstitution.

### Flow cytometry

B‐cell subsets were sorted or analysed as follows: from spleen: FoB (B220/CD19^+^ CD93^−^ IgM^+^ CD23^+^); MZB (B220/CD19^+^ CD93^−^ IgM^hi^ CD23^−^); TrB (B220/CD19^+^ CD93^+^); PC (B220^−^ CD138^+^). TrB subsets were further separated on the basis of IgM and CD23 expression: T1 (IgM^+^ CD23^−^), T2 (IgM^+^ CD23^+^) and T3 (IgM^lo^ CD23^+^). From bone marrow: ProB (B220^+^ CD2^−^); PreB (B220^+^ CD2^+^ IgM^−^ IgD^−^); Immature B (B220^+^ CD2^+^ IgM^+^ IgD^−^); Mature B (B220^+^ CD2^+^ IgM^+^ IgD^+^); PC (IgD^−^ B220^−^ CD138^+^); Stem cells (B220^−^ cKit^+^); Early ProB (cKit^dim^ B220^+^); B‐cell precursors (cKit^−^ B220^+^ CD19^+^); NK cell precursors (cKit^−^ B220^+^ CD19^−^). From peritoneal cavity: CD5^+^ B1 (IgM^hi^ CD23^−^ CD5^+^); CD5^−^ B1 (IgM^hi^, CD23^−^ CD5^−^) CD5^−^ B1; B2 (IgM^+^ CD23^+^). From Peyer's patches: GC B (B220/CD19^+^ CD95^+^ GL‐7^+^); non‐GC B (B220/CD19^+^ CD95^−^ GL‐7); T_FH_ (CD4^+^ TCRβ^+^ PD‐1^+^ CXCR5^+^).

The following antibodies were used for flow cytometry: CD2, CD4, CD5, CD19, CD23, CD45.1, CD45.2, CD69, CD86, B220, MHC II, PD‐1, TCRβ (Biolegend); CD93 (clone AA4.1), cKit, GL‐7, IgD (eBioscience); CD95, CXCR5, IgG1, CD138 (clone 281‐2) (BD Biosciences); IgM (Jackson Immunores. Lab; F_ab_ fragment).

Cell proliferation was quantified by flow cytometry using CellTrace™ violet cell proliferation kit (Life Technologies). Cell proliferation parameters such as % of divided cells, expansion index and proliferation index were obtained using the proliferation platform of FlowJo software (version 9; Treestar). % of divided cells represents the fraction of the initial population that underwent cell division. Expansion index indicates the fold expansion of the overall culture. Replication index indicates the fold expansion of only the responding cells.

Cell cycle stage was analysed by flow cytometry using Vybrant^®^ DyeCycle™ violet stain (Life Technologies).

For calcium flux analysis, cells were incubated with Indo‐1 AM (Invitrogen) IMDM 5% FCS (final Indo‐1 AM concentration 2 μM) for 30 min at RT. Cells were washed and resuspended at a concentration of 10^7^ cells/ml in IMDM 5% FCS and kept at 37°C until analysis. Cells were stimulated with anti‐IgM at appropriate concentrations. Calcium flux was quantified by measuring the ratio between the violet and blue emission upon Indo‐1 AM excitation by UV laser.

Flow cytometric analysis was performed on BD FACS Canto II, BD LSR II or BD LSRFortessa flow cytometers (BD Biosciences). Cell sorting was performed on a BD FACSAria II, BD Influx (BD Biosciences) or MoFlo XDP (Beckman Coulter). Data were analysed using FlowJo software (Treestar).

### Cell culture

Splenic B cells were purified using the EasySep mouse B‐cell isolation kit according to manufacturer instructions. Purity was assessed by flow cytometry, and 90–95% of the purified cells were CD19^+^. Cells were cultured at appropriate concentrations (i.e., 250,000 cells/well in 200 μl in 96‐well plates) in complete IMDM at 37°C, 7% CO_2_. Cells were treated with α‐IgM, concentrations between 10 and 1.25 μg/ml (F_ab_ fragment; Jackson Immunores. Lab.), IL‐4 20 ng/ml (R&D Systems), CD40L 20 ng/ml (R&D Systems), LPS 1 μg/ml (Alexis Biochemicals), BAFF 100 ng/ml (Peprotech), CpG 1 μg/ml (ODN1668TypB; Source Bioscience), FICZ 250 nM (Enzo Life Sciences), CH223191 3 μM (Calbiochem), BI605906 10 μM (kindly provided by S. Ley).

### Chromatin immunoprecipitation, RNA extraction, cDNA generation and real‐time RT–PCR

Chromatin immunoprecipitation was performed on 10^7^ cells that were cross‐linked with 1% paraformaldehyde. Chromatin was isolated upon sequential incubation steps with the following buffers: buffer 1 (Tris–HCl pH 8 10 mM, EDTA 1 mM, NP40 0.5%, PMSF 1 mM), buffer 2 (Tris–HCl pH 8, EDTA 1 mM, NaCl 0.5 M, Triton X‐100 1%, deoxycholate 0.5%, sarcosyl 0.5%, PMSF 1 mM) and buffer 3 (Tris–HCl pH 8 10 mM, EDTA 1 mM, NaCl 100 mM, sarcosyl 0.1%, PMSF 1 mM). Chromatin was then sheared by sonication. 10% of sonicated cell extract was kept as input. Chromatin was added with RIPA buffer and immunoprecipitated overnight at 4°C with 2 μg of anti‐AhR antibody (Enzo Life Sciences, BML‐SA210). Protein G Dynabeads (Life Technologies) were then added to the cell extract for 3 h at 4°C. Samples were washed 7× in RIPA wash buffer (added with SDS 0.1%). Crosslinking was reversed in TE buffer pH 8, SDS 0.5%, proteinase K 200 μg/ml and incubated overnight at 65°C. DNA was isolated with phenol/chloroform and analysed by quantitative PCR and by normalization relative to input DNA amount. 

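For the *Ccno* promoter, a primer pair was placed against the annotated mouse *Ccno* transcripts of GRCm38. The reverse primer, 19 bases long, reads GGCGCAGCTCTAAGTACCC, and its reverse complement is GGGTACTTAGAGCTGCGCC. The last 13 bases of that complement, TTAGAGCTGCGCC, match chromosome 13 from 112987802 to 112987814, which is the start of the 5′ UTR in exon 1. The remaining bases would lie upstream of the annotated transcript start. The forward primer, GGGGCTCAGCCAGTGAGA, had no match in the transcripts, and the upstream sequence was not analysed here.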

The following primers were used for the *Ccno* promoter: forward 5′‐GGGGCTCAGCCAGTGAGA‐3′; reverse 5′‐GGCGCAGCTCTAAGTACCC‐3′.

RNA was extracted using TRIzol^®^ Reagent (Life Technologies) according to manufacturer instructions. RNA to cDNA conversion was performed using the Omniscript RT kit (Qiagen). Quantification of target genes was done by quantitative PCR using Taqman technology (Applied Biosystems). Reaction mixes were run on the 7900HT Applied Biosystems thermal cycler. TaqMan primer pairs used to quantify target genes were as follows: *Ahr* Mm00478930_m1; *Ccno* Mm01297259_m1; *Cyp1a1* Mm00487217_m1; *Hprt1* Mm00446968_m1 (Applied Biosystems).

### RNA sequencing analysis

RNA was extracted using the RNAeasy mini kit (Qiagen) and following manufacturer instructions. 1 μg RNA was used for further analysis. Library generation was performed according to manufacturer instructions using the TruSeq stranded mRNA library prep kit (Illumina). Libraries were barcoded and run on an Illumina HiSeq 2000.

The RNAseq data are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86521) with accession number GSE86521.

### Nuclear/cytoplasmic protein fractionation and Western blot

10–20 × 10^6^ cells were incubated in cytoplasmic lysis buffer (HEPES pH 7.6 10 mM, EGTA 0.1 mM, KCl 10 mM, MgCl_2_ 1.5 mM, dithiothreitol 1 mM, NaF 20 mM, protease inhibitor cocktail (Roche), PMSF 1 mM) for 10 min at 4°C. Detergent NP‐40 was added at a final concentration of 0.2%, and cells were incubated for 1 min on ice. Supernatant was collected as cytoplasmic protein fraction. The nuclei pellet was added with nuclear lysis buffer (Tris–HCl pH 7.5 50 mM, NaCl 150 mM, EDTA 2 mM, Triton X‐100 1%, dithiothreitol 5 mM, deoxycholate 0.5%, SDS 0.1%, protease inhibitor cocktail, PMSF 1 mM) and incubated 15 min at 4°C. Supernatant was collected as nuclear protein fraction.

For Western blot, following antibodies were used: anti‐AhR 1:1,000 (Enzo Life Sciences, BML‐SA210); anti‐Sam68 1:2,000 (Santa Cruz); anti‐tubulin 1:2,500 (Sigma); anti‐IκBα 1:1,000 (Santa Cruz); anti‐β‐actin 1:1,000 (Sigma); anti‐Gapdh 1:10,000 (Sigma); anti‐p27kip1 1:200 (R&D Systems); anti‐mouse 1:10,000 (GE Healthcare); anti‐rabbit 1:10,000 (GE Healthcare).

### Enzyme‐linked immunoadsorbent assay

Enzyme‐linked immunoadsorbent assay (ELISA) to detect anti‐TNP, anti‐NP, and anti‐Ctx antibodies (Southern Biotech) was performed using TNP‐BSA 33 μg/ml (Biosearch Technologies), NP‐BSA 10 μg/ml (Biosearch Technologies) and Ctx 10 μg/ml (List Biological Lab.) as coating.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software. In case of normally distributed samples, two‐group comparison was done using a two‐tailed unpaired *t*‐test, unless in the presence of paired samples (paired *t*‐test). Comparisons among more than two groups were analysed with one‐ or two‐way ANOVA, followed by multiple comparison correction (Dunnett, Sidak or Tukey tests). Statistical significance is indicated as precise *P*‐value.

## Author contributions

MV performed experiments, analysed data and wrote the manuscript. BS conceived the study, wrote the manuscript and secured funding. MG and MT performed specific experiments, and HA performed the bioinformatic analysis of the RNAseq data. CJH, CRW and RB provided reagents and expert advice.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

## References

[embj201695027-bib-0001] Baumgarth N (2011) The double life of a B‐1 cell: self‐reactivity selects for protective effector functions. Nat Rev Immunol 11: 34–46 2115103310.1038/nri2901

[embj201695027-bib-0002] De Abrew KN , Kaminski NE , Thomas RS (2010) An integrated genomic analysis of aryl hydrocarbon receptor‐mediated inhibition of B‐cell differentiation. Toxicol Sci 118: 454–469 2081990910.1093/toxsci/kfq265PMC3003543

[embj201695027-bib-0003] Elizondo G , Fernandez‐Salguero P , Sheikh MS , Kim GY , Fornace AJ , Lee KS , Gonzalez FJ (2000) Altered cell cycle control at the G(2)/M phases in aryl hydrocarbon receptor‐null embryo fibroblast. Mol Pharmacol 57: 1056–1063 10779392

[embj201695027-bib-0004] Fernandez‐Salguero P , Pineau T , Hilbert DM , McPhail T , Lee SS , Kimura S , Nebert DW , Rudikoff S , Ward JM , Gonzalez FJ (1995) Immune system impairment and hepatic fibrosis in mice lacking the dioxin‐binding Ah receptor. Science 268: 722–726 773238110.1126/science.7732381

[embj201695027-bib-0005] Frauenstein K , Sydlik U , Tigges J , Majora M , Wiek C , Hanenberg H , Abel J , Esser C , Fritsche E , Krutmann J , Haarmann‐Stemmann T (2013) Evidence for a novel anti‐apoptotic pathway in human keratinocytes involving the aryl hydrocarbon receptor, E2F1, and checkpoint kinase 1. Cell Death Differ 20: 1425–1434 2391271010.1038/cdd.2013.102PMC3770322

[embj201695027-bib-0006] Gitlin AD , Shulman Z , Nussenzweig MC (2014) Clonal selection in the germinal centre by regulated proliferation and hypermutation. Nature 509: 637–640 2480523210.1038/nature13300PMC4271732

[embj201695027-bib-0007] Hahn ME , Karchner SI , Shapiro MA , Perera SA (1997) Molecular evolution of two vertebrate aryl hydrocarbon (dioxin) receptors (AHR1 and AHR2) and the PAS family. Proc Natl Acad Sci USA 94: 13743–13748 939109710.1073/pnas.94.25.13743PMC28377

[embj201695027-bib-0008] Henderson CJ , McLaughlin LA , Osuna‐Cabello M , Taylor M , Gilbert I , McLaren AW , Wolf CR (2015) Application of a novel regulatable Cre recombinase system to define the role of liver and gut metabolism in drug oral bioavailability. Biochem J 465: 479–488 2537791910.1042/BJ20140582PMC6949133

[embj201695027-bib-0009] Hobeika E , Thiemann S , Storch B , Jumaa H , Nielsen PJ , Pelanda R , Reth M (2006) Testing gene function early in the B cell lineage in mb1‐cre mice. Proc Natl Acad Sci USA 103: 13789–13794 1694035710.1073/pnas.0605944103PMC1564216

[embj201695027-bib-0010] Kerkvliet NI , Steppan LB , Brauner JA , Deyo JA , Henderson MC , Tomar RS , Buhler DR (1990) Influence of the Ah locus on the humoral immunotoxicity of 2,3,7,8‐tetrachlorodibenzo‐p‐dioxin: evidence for Ah‐receptor‐dependent and Ah‐receptor‐independent mechanisms of immunosuppression. Toxicol Appl Pharmacol 105: 26–36 216810010.1016/0041-008x(90)90356-y

[embj201695027-bib-0011] Kerkvliet NI (2002) Recent advances in understanding the mechanisms of TCDD immunotoxicity. Int Immunopharmacol 2: 277–291 1181193110.1016/s1567-5769(01)00179-5

[embj201695027-bib-0012] Levine‐Fridman A , Chen L , Elferink CJ (2004) Cytochrome P4501A1 promotes G1 phase cell cycle progression by controlling aryl hydrocarbon receptor activity. Mol Pharmacol 65: 461–469 1474268910.1124/mol.65.2.461

[embj201695027-bib-0013] Ma Q , Whitlock JP Jr (1996) The aromatic hydrocarbon receptor modulates the Hepa 1c1c7 cell cycle and differentiated state independently of dioxin. Mol Cell Biol 16: 2144–2150 862828110.1128/mcb.16.5.2144PMC231202

[embj201695027-bib-0014] Marcus RS , Holsapple MP , Kaminski NE (1998) Lipopolysaccharide activation of murine splenocytes and splenic B cells increased the expression of aryl hydrocarbon receptor and aryl hydrocarbon receptor nuclear translocator. J Pharmacol Exp Ther 287: 1113–1118 9864300

[embj201695027-bib-0015] Martin F , Kearney JF (2002) Marginal‐zone B cells. Nat Rev Immunol 2: 323–335 1203373810.1038/nri799

[embj201695027-bib-0016] Mimura J , Yamashita K , Nakamura K , Morita M , Takagi TN , Nakao K , Ema M , Sogawa K , Yasuda M , Katsuki M , Fujii‐Kuriyama Y (1997) Loss of teratogenic response to 2,3,7,8‐tetrachlorodibenzo‐p‐dioxin (TCDD) in mice lacking the Ah (dioxin) receptor. Genes Cells 2: 645–654 942728510.1046/j.1365-2443.1997.1490345.x

[embj201695027-bib-0017] Muller SJ , Caradonna S (1991) Isolation and characterization of a human cDNA encoding uracil‐DNA glycosylase. Biochim Biophys Acta 1088: 197–207 200139610.1016/0167-4781(91)90055-q

[embj201695027-bib-0018] Muller SJ , Caradonna S (1993) Cell cycle regulation of a human cyclin‐like gene encoding uracil‐DNA glycosylase. J Biol Chem 268: 1310–1319 8419333

[embj201695027-bib-0019] Paus D , Phan TG , Chan TD , Gardam S , Basten A , Brink R (2006) Antigen recognition strength regulates the choice between extrafollicular plasma cell and germinal center B cell differentiation. J Exp Med 203: 1081–1091 1660667610.1084/jem.20060087PMC2118299

[embj201695027-bib-0020] Phan TG , Amesbury M , Gardam S , Crosbie J , Hasbold J , Hodgkin PD , Basten A , Brink R (2003) B cell receptor‐independent stimuli trigger immunoglobulin (Ig) class switch recombination and production of IgG autoantibodies by anergic self‐reactive B cells. J Exp Med 197: 845–860 1266864310.1084/jem.20022144PMC2193892

[embj201695027-bib-0021] Pollenz RS , Santostefano MJ , Klett E , Richardson VM , Necela B , Birnbaum LS (1998) Female Sprague‐Dawley rats exposed to a single oral dose of 2,3,7,8‐tetrachlorodibenzo‐p‐dioxin exhibit sustained depletion of aryl hydrocarbon receptor protein in liver, spleen, thymus, and lung. Toxicol Sci 42: 117–128 957902410.1006/toxs.1998.2439

[embj201695027-bib-0022] Puga A , Marlowe J , Barnes S , Chang CY , Maier A , Tan Z , Kerzee JK , Chang X , Strobeck M , Knudsen ES (2002) Role of the aryl hydrocarbon receptor in cell cycle regulation. Toxicology 181–182: 171–177 10.1016/s0300-483x(02)00276-712505305

[embj201695027-bib-0023] Schmidt JV , Su GH , Reddy JK , Simon MC , Bradfield CA (1996) Characterization of a murine Ahr null allele: involvement of the Ah receptor in hepatic growth and development. Proc Natl Acad Sci USA 93: 6731–6736 869288710.1073/pnas.93.13.6731PMC39095

[embj201695027-bib-0024] Sherr DH , Monti S (2013) The role of the aryl hydrocarbon receptor in normal and malignant B cell development. Semin Immunopathol 35: 705–716 2394272010.1007/s00281-013-0390-8PMC3824572

[embj201695027-bib-0025] Stockinger B , Di Meglio P , Gialitakis M , Duarte JH (2014) The aryl hydrocarbon receptor: multitasking in the immune system. Annu Rev Immunol 32: 403–432 2465529610.1146/annurev-immunol-032713-120245

[embj201695027-bib-0026] Sulentic CE , Kaminski NE (2011) The long winding road toward understanding the molecular mechanisms for B‐cell suppression by 2,3,7,8‐tetrachlorodibenzo‐p‐dioxin. Toxicol Sci 120(Suppl 1): S171–S191 2095250310.1093/toxsci/kfq324PMC3043085

[embj201695027-bib-0027] Tanaka G , Kanaji S , Hirano A , Arima K , Shinagawa A , Goda C , Yasunaga S , Ikizawa K , Yanagihara Y , Kubo M , Kuriyama‐Fujii Y , Sugita Y , Inokuchi A , Izuhara K (2005) Induction and activation of the aryl hydrocarbon receptor by IL‐4 in B cells. Int Immunol 17: 797–805 1589992310.1093/intimm/dxh260

[embj201695027-bib-0028] Tohkin M , Fukuhara M , Elizondo G , Tomita S , Gonzalez FJ (2000) Aryl hydrocarbon receptor is required for p300‐mediated induction of DNA synthesis by adenovirus E1A. Mol Pharmacol 58: 845–851 1099995610.1124/mol.58.4.845

[embj201695027-bib-0029] Veldhoen M , Hirota K , Westendorf AM , Buer J , Dumoutier L , Renauld JC , Stockinger B (2008) The aryl hydrocarbon receptor links TH17‐cell‐mediated autoimmunity to environmental toxins. Nature 453: 106–109 1836291410.1038/nature06881

[embj201695027-bib-0030] Veldhoen M , Hirota K , Christensen J , O'Garra A , Stockinger B (2009) Natural agonists for aryl hydrocarbon receptor in culture medium are essential for optimal differentiation of Th17 T cells. J Exp Med 206: 43–49 1911466810.1084/jem.20081438PMC2626686

[embj201695027-bib-0031] Victora GD , Schwickert TA , Fooksman DR , Kamphorst AO , Meyer‐Hermann M , Dustin ML , Nussenzweig MC (2010) Germinal center dynamics revealed by multiphoton microscopy with a photoactivatable fluorescent reporter. Cell 143: 592–605 2107405010.1016/j.cell.2010.10.032PMC3035939

[embj201695027-bib-0032] Vogel CF , Khan EM , Leung PS , Gershwin ME , Chang WL , Wu D , Haarmann‐Stemmann T , Hoffmann A , Denison MS (2014) Cross‐talk between aryl hydrocarbon receptor and the inflammatory response: a role for nuclear factor‐kappaB. J Biol Chem 289: 1866–1875 2430272710.1074/jbc.M113.505578PMC3894361

How the deposited data were processed for this re-analysis (not part of the article)

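Splenic B cells from 3 *Ahr* +/+ and 3 *Ahr* -/- mice, activated with α‐IgM and IL‐4 in the presence of FICZ, were profiled by RNA sequencing. Libraries were assigned to genotype and replicate by the genotype and number in their labels. For each library the authors deposited raw read counts per gene symbol, made from stranded mRNA libraries. The aligner, the counting program, the genome build and whether strand was used are not named in the paper's text. The authors also deposited a signal of normalized counts, which equals the raw count divided by 1 factor per library. A table of the authors' comparison of the genotypes gives, per gene, a fold change as the ratio of the mean normalized counts, a p-value and an adjusted p-value. That table was used only for values named as the authors'.

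The raw counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a total of at least 10 counts over the 6 libraries were tested. Library sizes were scaled with TMM factors, and dispersions and a quasi-likelihood model with genotype as the only term were fitted in edgeR with a prior count of 0.125. P-values were adjusted by the Benjamini–Hochberg method, and genes with an adjusted p-value under 0.05 were called changed. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. It is derived from the test and is no measure of precision for genes with few counts in 1 genotype. For *Ccno*, with a standard error of 0.39, the log2 fold change lay between −7.66 and −5.32 over the alternatives. Single genes were also compared by a two-sided exact permutation test of normalized counts, which cannot go below 0.1 with 3 mice against 3.

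The total count per library ranged from 22095096 to 53648787. A level of 3 counts was taken as the floor, and a fold change against a genotype whose libraries were all at or below it was computed against the floor as a lower bound. The common biological coefficient of variation was 0.0476. The procedure was tested on simulated counts for 13564 genes, of which 200, with mean counts above the floor, were changed by known amounts of at least 2-fold. The edgeR test recovered 194 of them, all in the right direction, with 17 false calls, or 8.06% of its calls. This is above the nominal 5% set by the threshold. DESeq2 recovered 193, with 21 false calls, or 9.81% of its calls. The edgeR test with DESeq2's size factors recovered 194 with 15 false calls (7.18%), and with library size alone 194 with 23 (10.6%). Smaller changes and changes in genes near the floor were not simulated, so their recovery was not tested. In the real comparison the changed genes had a median absolute log2 fold change of 0.36.

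Gene symbols were matched to the GENCODE M21 annotation of GRCm38, which was used for positions, transcript sequences and GC content. Of the 23420 symbols of the count table, 21751 matched by name and 1276 by an older symbol, and 393 had no match. The symbols of 27 genes were written as dates, and 2 symbols occurred more than once. Coordinates are from this annotation and not from the count table.

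The genes named in the text were set by a rule made before the deposited counts were examined. Exploratory fits were seen before the final form of the analysis was written. The rule is not independent of the data, since Fig 6 comes from the same libraries and the marker lists were made with Fig 6B in view. The genes are the genes of Fig 6A and B, the genes the paper names, marker genes of 7 cell types, genes whose symbol is Ccn followed by a letter, as in the cyclin family, and the 10 largest changes without overlap between genotypes and with a mean of at least 10 normalized counts in the higher genotype. *Usp9y* lies outside this rule and was chosen after its values were seen. *Ddx3y*, *Kdm5d* and *Xist* also lie outside it. They come from a list of sex-linked genes made before the data were examined, but were named after their values were seen. *Emr1* lies within it as a marker gene, but was chosen for a report of its own after its values were seen. Single markers outside the dendritic cell sets were also named after their values were seen. Marker sets were tested with limma's camera on log2 CPM with a prior count of 2, adjusted over the 7 sets. The share of changed genes near *Ahr* was compared with that elsewhere by two-sided Fisher's exact tests.

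The alternatives set before the data were examined were DESeq2's size factors, library size alone, no filter, at least 10 counts in at least 3 libraries, DESeq2's Wald test, a robust quasi-likelihood fit, the replicate number as a block, a prior count of 2, an adjusted p-value under 0.01, and leaving out each library in turn. For the marker sets they also included leaving out the genes of Fig 6, and for the region around *Ahr* windows of 5 and 20 Mb. A correction of each library for GC content was added after seeing the data. Replicate numbers come from the labels, which do not say that same-numbered mice were paired. Gene ontology and pathway screening, quantitative PCR and ChIP were not analysed here.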

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

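The tests of the region beyond 10 Mb from *Ahr*, of the 20 Mb window under alternative fits, of genes counted in 1 library, of single markers outside the dendritic cell sets and of Y-linked counts beside *Usp9y* were chosen only after the result was seen.

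Markers of plasmacytoid dendritic cells, which the paper does not discuss, were higher in *Ahr* -/- libraries as a set, with a mean log2 fold change of 1.14. Of the 10 markers 9 were higher (camera in limma, adjusted p = 1.5e-06 over 7 sets). Markers of conventional dendritic cells had a mean log2 fold change of 1.41, with 6 of 9 higher (adjusted p = 0.035 from camera in limma). The marker lists were made with Fig 6B in view and contain some of its genes. Without the genes of Fig 6, the plasmacytoid set still had a mean log2 fold change of 0.87 with 7 of 8 higher (adjusted p = 3.8e-04 from camera in limma). The conventional set had 0.65 with 3 of 6 higher (adjusted p = 0.80 from camera in limma). Over the alternatives the adjusted p-value lay between 2.3e-07 and 3.8e-04 for the plasmacytoid set and between 0.021 and 0.80 for the conventional set. Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, gave so small a camera p for the plasmacytoid set. Those 4 cannot give a smaller share. The labels state no pairing, and over all 10 splits the real one alone gave so small a camera p. The other 6 splits part 1 pair. The smallest camera p in any other split was 0.0014, against 2.1e-07 in the real one. Every other split mixes the genotypes, so a genotype difference adds to the spread within its groups, which limits this comparison. A candidate explanation is that dendritic cells were carried over in the B-cell purification and were more numerous in *Ahr* -/- cultures. Such carry-over was set to show as a rise in both sets outside Fig 6B. The plasmacytoid set passed the threshold, and the conventional set, with a smaller mean rise over 6 genes, did not. Within the conventional set outside Fig 6, *Itgax*, *Clec9a* and *Clec10a* were higher in every *Ahr* -/- library than in every *Ahr* +/+ library, with log2 fold changes of 1.06, 1.86 and 1.83. *Zbtb46* was lower, at −0.40. Carried-over dendritic cells, or higher expression of these genes in *Ahr* -/- B cells, may each give the 0.87. Within the plasmacytoid set *Siglech*, *Klk1*, *Runx2* and *Lifr* were higher in every *Ahr* -/- library than in every *Ahr* +/+ library, with log2 fold changes of 2.23, 2.19, 1.47 and 1.42. *Bst2* and *Rpgrip1* were not past the threshold, at 0.22 and −0.07 (adjusted p = 0.23 and 0.56 from edgeR). T cell markers had a mean log2 fold change of −0.33 with 3 of 9 higher (adjusted p = 0.31 from camera in limma), and marginal zone B cell markers −0.28 with 4 of 6 higher (adjusted p = 0.89 from camera in limma). Among single markers of these 2 sets past the threshold, *Dtx1*, *Cd9*, *Cd3e* and *Cd28* were lower, with log2 fold changes of −1.75, −1.17, −1.26 and −0.86 (adjusted p = 7.0e-10, 6.3e-06, 0.0090 and 0.0043 from edgeR), and *S1pr3* and *Cr2* higher, at 0.42 and 0.25 (adjusted p = 0.0019 and 0.043 from edgeR). Of the NK cell and monocyte markers, *Ncr1*, *Klrb1c* and *Cd14* were higher, at 0.98, 0.92 and 1.64 (adjusted p = 0.049, 0.028 and 0.030 from edgeR). The monocyte or macrophage marker *Emr1* went the other way, at −3.60 (adjusted p = 2.9e-09 from edgeR). *Cr2*, *Ncr1*, *Klrb1c* and *Cd14* lost the threshold under some alternatives. So did *Cd300c* and *Ccr9* of the plasmacytoid set and *Clec10a* of the conventional set. Their adjusted p-values from edgeR or DESeq2 reached 0.105, 0.053 and 0.055. In the other direction, *Bst2* passed it at its lowest adjusted p-value of 0.0053. The single markers outside the dendritic cell sets were added after their values were seen. The pattern cannot be told apart from carry-over of other cells.

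*Ccnd1*, the cyclin D1 gene, which the paper does not report on in these data, was higher in *Ahr* -/- B cells with a log2 fold change of 1.40 (standard error 0.19, adjusted p = 2.2e-04 from edgeR). All 3 *Ahr* -/- libraries were above all 3 *Ahr* +/+ libraries. Over the alternatives the adjusted p-value lay between 3.5e-06 and 0.0019. After a correction of each library for GC content its log2 fold change was 1.39. Carry-over of other cells and reads from the overlapping gene on the opposite strand were not tested for *Ccnd1*, so no explanation is singled out.

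Within 20 Mb of *Ahr* on chromosome 12, 32 of 101 tested genes were changed, or 31.7%, against 17.9% elsewhere (two-sided Fisher's exact test, p = 9.8e-04, or 0.0029 adjusted over 3 window sizes). Genes are not independent replicates. Within 10 Mb the share was 19.2%, close to that elsewhere (Fisher's exact test, p = 0.86), and within 5 Mb it was 17.6%. Between 10 and 20 Mb from *Ahr*, 22 of 49 genes were changed, or 44.9%, with 48.1% on the side of smaller coordinates and 40.9% on the other. Of these 22 genes 12 were lower and 10 higher. In the 13 alternative fits of all genes the share within 20 Mb lay between 25.7% and 33.7% (Fisher's exact test, p between 1.6e-05 and 0.013). Over 20 chromosomes the lowest adjusted p-value for a whole chromosome was 0.086, for chromosomes 6 and 12, so none passed (Fisher's exact test). The *Ahr* -/- allele was made in another strain, and a flanking segment of that strain may change the expression or the counting of nearby genes. A segment around *Ahr* was set to raise the share within 10 Mb, which was not seen. A segment that reaches farther would be continuous through that window, so the 44.9% beyond it leaves this explanation open but without a continuous trend. No strain variants were examined. *Pxdn* of Fig 6B, within 10 Mb of *Ahr*, had no counts in *Ahr* +/+ libraries and 3, 10 and 5 in *Ahr* -/- libraries. *1700030C10Rik* of Fig 6A, between 10 and 20 Mb from *Ahr*, had 44, 33 and 31 counts against 0, 4 and 0. The share of changed genes cannot tell whether a flanking segment accounts for such single genes. Of the 4 comparable splits, 1, the real one, gave so small a Fisher p within 10 Mb. The others had no changed genes at all, which fixes that outcome in advance, although 145 to 484 genes had an unadjusted p-value under 0.05 in them.

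*Usp9y*, a Y-linked gene, had 88 raw counts in *Ahr* -/- replicate 3, 7 in *Ahr* -/- replicate 2 and none in the other 4 libraries, a level above the floor of 3 counts in data the paper does not report on. It was chosen after its values were seen. It was the 1 gene with at least 20 counts in a library and at least 10 times the normalized count of each other library. Its adjusted p-value from edgeR was 0.045, with a mean at least 9.16-fold higher than the floor and counts in 2 of 3 *Ahr* -/- libraries, and lay between 6.4e-04 and 0.46 over the alternatives (exact permutation test, p = 0.4). The summed normalized count of 4 other Y-linked genes in *Ahr* -/- replicate 3 was 13615, within the 12240 to 14878 of the other libraries, so that library held no more Y-linked RNA in general. No biological explanation was tested.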

How the results depend on the processing

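The tests with the GC content correction and those of *Usp9y*, *Emr1* and other single markers outside the dendritic cell sets were chosen only after the result was seen.

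The numbers of changed genes and their directions, the Fig 6 genes called, the rank of *Ccno*, the marker sets, the region around *Ahr* and the named genes were recomputed under the alternatives. For single genes this was done for the genes the paper names, the 10 largest changes, the changed cyclins, the dendritic cell markers, *Gm15645*, *Usp9y* and the 35 tested markers of the other 5 cell types. Of these 35, 10 were past the threshold, *Emr1* among them, and are counted below with the single genes. The other 25 gave 344 values under the alternatives, of which 8 passed the threshold and 19 reversed, in 18 genes. They are not counted below.

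At an adjusted p-value under 0.01 there were 1473 changed genes, 690 lower and 783 higher. Other settings stayed within 1.5 times the 2453 genes. These were 2452 with DESeq2's size factors, 2540 with library size alone, 2639 without a filter, 2400 with at least 10 counts in at least 3 libraries, 2184 with DESeq2's Wald test and 2588 with the robust fit. Of the 2453 genes, 2411, 2259, 2419, 2346, 2069 and 2407 were among them, all in the same direction. Library size alone gave 63.8% higher genes in place of 54.6%, and moved the median log2 fold change of all genes by 0.02. The fits that each left out 1 library gave from 1669 to 2601 changed genes. With the GC content correction, added after seeing the data, there were 2736, of which 2396 were shared, and 467 were changed at least 2-fold.

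*Ahr*, *Ccno*, *Cyp1a1*, *Cyp1b1* and *Ahrr* were lower and past the threshold in all 14 alternatives. Their highest adjusted p-values from edgeR or DESeq2 were 8.0e-05, 2.6e-06, 4.1e-12, 8.8e-07 and 1.8e-07. Their log2 fold changes lay between −0.57 and −0.48, −7.66 and −5.32, −10.30 and −9.58, −10.96 and −6.85, and −7.97 and −6.51. The rank of *Ccno* lay between 3 and 7 over the fits without 1 library. *Hprt* ranged from −0.016 to 0.05 on the log2 scale over these fits and so changed sign, with no call in any of them.

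Conventional dendritic cell markers lost the threshold at a mean log2 fold change of 1.43 with library size alone, 1.13 with at least 10 counts in at least 3 libraries and 0.65 without the genes of Fig 6. Markers of NK cells, at 0.67 and an adjusted p-value of 0.052 in limma's camera, passed it at 0.67 with DESeq2's size factors and at 0.64 with the replicate block. Their adjusted p-value lay between 0.021 and 0.14 over the alternatives. Over the fits without 1 library they ranged from 0.41 to 0.85 and passed without *Ahr* +/+ replicate 2 or *Ahr* -/- replicate 3, neutrophil markers from 0.44 to 1.41, passing the threshold at 1.41 without *Ahr* -/- replicate 3 (adjusted p between 0.029 and 0.94 over the alternatives, from camera in limma), and monocyte or macrophage markers from −0.15 to 0.46, changing sign. Around *Ahr*, the share of changed genes was 17.6% within 5 Mb, below that elsewhere, and 31.7% within 20 Mb, past the threshold. The cause of these changes was not tested. For single genes, 10 further results changed under other alternatives, 2 stronger and 8 weaker, and 32 over fits without 1 library, 2 stronger, 28 weaker and the 2 reversed of *Hprt*. Of these changed results 6 belong to *Usp9y*.

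With the replicate number as a block, 2303 genes were changed, 2217 of them shared. The deviations of same-numbered libraries from their genotype means had correlations of −0.03, 0.12 and −0.04, with a mean of 0.015. They come from different mice.

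Depth limits the size of the change of *Ccno*, *Cyp1b1* and *Ahrr*, whose *Ahr* -/- libraries were at or below 3 counts. It does not limit the direction.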

Differences from the paper's values

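The adjusted p-values of 4 genes differed from those in the paper's Fig 6A, read by eye, and are compared as −log10. The authors' deposited comparison is labelled as DESeq output. Its adjusted p-values are 2.95e-42 for *Ccno*, 3.34e-114 for *Cyp1a1*, 7.24e-19 for *Cyp1b1* and 1.85e-74 for *Ahrr*. These are close to the Fig 6A values, which may therefore come from another test program than edgeR. For *Ccno* the paper's value is about 42 in Fig 6A, against 7.13 from edgeR. For *Cyp1a1* it is about 110 in Fig 6A, against 13.8. For *Cyp1b1* it is about 18 in Fig 6A, against 7.94. For *Ahrr* it is about 74 in Fig 6A, against 8.59. Among the alternatives set before the data were examined, 2 came within 1.5 times the paper's −log10 value for some of these genes. DESeq2's Wald test gave 155 for *Cyp1a1* and 15.4 for *Cyp1b1*, and the edgeR fit without a filter gave 14.0 for *Cyp1b1*. For *Ccno* and *Ahrr* no alternative closed the gap, the closest being 11.5 for *Ccno* in the edgeR fit without a filter and 28.3 for *Ahrr* in DESeq2's Wald test. DESeq2's Wald test gave 10.7 for *Ccno*. On the scale of the adjusted p-value itself, these 2 settings still differed from the paper's values by more than 1.5 times. Over the alternatives the adjusted p-values lay between 3.2e-12 and 2.6e-06 for *Ccno*, 3.1e-155 and 4.1e-12 for *Cyp1a1*, 3.7e-16 and 8.8e-07 for *Cyp1b1*, and 4.6e-29 and 1.8e-07 for *Ahrr*.

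Fig 6B lists the genes most strongly raised in *Ahr* -/- B cells. Of its 20 genes, 6 were among the 20 highest log2 fold changes of the changed genes here, and of those of Fig 6A 17 were among the 20 lowest. Over all tested genes, whether or not past the threshold, these numbers were 4 and 16. In the authors' deposited table, all 20 of each list are the most extreme fold changes at an adjusted p-value under 0.01.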

Other observations

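The tests for mice of different sex in the 2 genotypes, of the trend with GC content and of the monocyte or macrophage markers without *Emr1* were chosen only after the result was seen.

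For the changed genes as a whole, of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many as 2453 changed genes, and 1 gave as many as 465 genes changed at least 2-fold. Those 4 splits cannot give a smaller share. The labels state no pairing, and over all 10 splits the real one alone gave as many, the smallest share that 3 mice against 3 allow. All 9 other splits gave 0 changed genes, with 100 to 543 genes at an unadjusted p-value under 0.05, against 4021 in the real split. Each of the 9 mixes the genotypes, so a genotype difference raises the spread within its groups and makes 0 calls likely in advance. The splits therefore cannot decide whether the 2453 genes arose from an accidental grouping.

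Several technical explanations for the changed genes were tested. Total counts overlapped between genotypes, since the lowest *Ahr* -/- library had 22095096 counts and the highest 53648787. The share of counts on the 10 most counted genes reached 5.85% at most and overlapped as well. Across genes, which are not independent replicates, the log2 fold change rose slightly with GC content (Spearman's rho 0.060). A correction for GC content took this to −0.0026 and moved log2 fold changes by a median of 0.01. After it, 2396 of the changed genes were still called, or 97.7%, so GC content does not account for most of them. Of the sex-linked genes on a list made before the data were examined, 2, *Ddx3y* and *Kdm5d*, were past the threshold without overlap, so a difference linked to the Y chromosome cannot be excluded. Mice of different sex in the 2 genotypes would leave 1 genotype without Y-linked counts or with high *Xist*. The lowest summed normalized count of 4 Y-linked genes in any library was 12240, and no library had more than 11 counts on *Xist*. A segment of the strain in which the allele was made and the carry-over of other cells were tested on parts of the data only. The changed genes as a whole may reflect the loss of AhR, the remaining explanations, or both.

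The paper tested p27Kip1 and activation markers after activation with α‐IgM. The paper found none of them altered without AhR. Its methods list an antibody to p27Kip1 for Western blot and antibodies to CD69 and CD86 for flow cytometry, which measure protein. The RNA libraries measure RNA and come from cells also given IL-4 and FICZ, which is another condition. The values here therefore neither test nor contradict the paper's result. *Cdkn1b*, encoding p27Kip1, had a log2 fold change of −0.16 (adjusted p = 0.055 from edgeR), with all 3 *Ahr* -/- libraries lower. Its adjusted p-value lay between 0.039 and 0.20 over the alternatives. *Cd69* had 7736 ± 913 normalized counts in *Ahr* +/+ and 3492 ± 27.8 in *Ahr* -/- B cells (SD, n = 3 mice per genotype). Its log2 fold change was −1.15 (standard error 0.069, adjusted p = 1.6e-07 from edgeR), lower in 3 of 3 *Ahr* -/- libraries. *Cd86* had a log2 fold change of −0.40 (standard error 0.059, adjusted p = 4.2e-04 from edgeR), also lower in 3 of 3. Their adjusted p-values reached at most 1.4e-05 and 0.0021 over the alternatives. *E2f1* had a log2 fold change of 0.21 (adjusted p = 0.18 from edgeR; exact permutation test, p = 0.2).

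*Emr1*, which encodes the macrophage marker F4/80 and is not in Fig 6A, fell from 650 ± 14.7 to 54.1 ± 16.1 normalized counts (SD, n = 3 mice per genotype). Its log2 fold change was −3.60 (standard error 0.14, adjusted p = 2.9e-09 from edgeR), lower in 3 of 3 *Ahr* -/- libraries. The adjusted p-value reached at most 2.8e-07 over the alternatives. *Emr1* was chosen for this report after its values were seen. The monocyte or macrophage markers as a set, which contains *Emr1*, had a mean log2 fold change of 0.09 (adjusted p = 0.90 from camera in limma, with 6 of 10 higher). Without *Emr1* the mean of the other 9 was 0.51, with 6 higher.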
